# Epigenetic regulation of serine biosynthesis by PHF8 during neurogenesis

**DOI:** 10.1038/s44319-026-00713-8

**Published:** 2026-02-19

**Authors:** Marta H Artes, Simona Iacobucci, María J Barallobre, Paula Carballeira, Marta Garcia-Cajide, Alejandro Pérez-Venteo, Natalia Padilla, Bárbara S Viegas, Aitana Díaz-Vásquez, A Silvina Nacht, Guillermo P Vicent, Maria L Arbonés, Xavier de la Cruz, Marta Nieto, Neus Agell, Caroline Mauvezin, Marian A Martínez-Balbás

**Keywords:** PHF8, Gene Transcription, Serine Biosynthesis Histone Demethylation, Neural Stem Cells, Neurogenesis, Chromatin, Transcription & Genomics, Metabolism, Neuroscience

## Abstract

Progenitor proliferation during neurodevelopment requires tight coordination of epigenetic regulation and metabolism. However, the crosstalk between these processes remains poorly understood. To investigate this, we examine in neural stem cells the role of PHF8, a histone demethylase whose mutations are linked to Siderius-Hamel syndrome, a rare neurodevelopmental disorder. Through an integrated multi-omics approach - combining transcriptomics, epigenomics, and metabolomics - we identify PHF8 as a key driver of the serine biosynthesis pathway, safeguarding the intracellular serine pool essential for neural progenitor proliferation. PHF8 fine-tunes chromatin accessibility at promoters of metabolic genes, ensuring their activation during development. Loss of PHF8 disrupts amino acid metabolism, blocks autophagy, and hinders vesicle formation. Ultimately PHF8 depletion leads to replication defects, DNA damage, and proliferation arrest. In vivo, PHF8 deficiency in mouse embryos halts neurogenesis, progenitor expansion, and neuron generation in the developing brain. These findings identify PHF8 as a key molecular link between chromatin regulation, metabolic control, and neural development, offering new insights into the epigenetic basis of neurodevelopmental and metabolic disorders.

## Synopsis

PHF8 links chromatin regulation to metabolism in neural stem cells, driving serine biosynthesis and supporting proliferation. Its loss impairs amino acid metabolism, autophagy, and neurogenesis, revealing an epigenetic-metabolic axis underlying neurodevelopment.

- PHF8 regulates neural progenitor proliferation by coordinating epigenetic and metabolic programs
- PHF8 drives serine biosynthesis and maintains chromatin accessibility of serine synthesis genes.
- Loss of PHF8 disrupts metabolism, autophagy, and vesicle formation.
- PHF8 deficiency leads to DNA damage and halts neurogenesis in vivo.

## Abstract (web summary)

PHF8 links chromatin regulation to metabolism in neural stem cells, driving serine biosynthesis and supporting proliferation. Its loss impairs amino acid metabolism, autophagy, and neurogenesis, revealing an epigenetic-metabolic axis underlying neurodevelopment.

## Introduction

Over the past two decades, numerous chromatin modifiers have been recognized as key regulators of developmental processes. Notably, the activity of chromatin-modifying enzymes is profoundly influenced by metabolites, which serve as substrates, cofactors, or inhibitors. This dynamic interaction effectively transforms these enzymes into metabolic sensors and operate to translating cellular metabolic states into epigenetic reprogramming, positioning metabolism as a critical regulatory layer of the genome (Boon et al, 2020; Dai et al, 2020; Haws et al, 2020; Rabhi et al, 2017). Despite the emerging awareness of its importance, the relationship between metabolism and epigenetics remains largely unexplored, particularly within the context of neurodevelopment.

Developmental stem cell proliferation places considerable demands on both metabolism and epigenetic regulation (Intlekofer and Finley, 2019). This is especially true for the synthesis of nucleotides and biomass (Falkenberg et al, 2019; Hamalainen et al, 2019). A key example is one-carbon metabolism, which is essential for purine and pyrimidine biosynthesis, as well as serine production—processes that occur in parallel with extensive epigenomic remodeling driven by histone acetyltransferases (KATs), histone methyltransferases (KMTs), and histone demethylases (KDMs). Among the latter, PHF8, a JmjC-containing histone demethylase from the α-KG-dependent dioxygenase family, has emerged as an important factor in development. PHF8 specifically removes mono- and dimethyl groups from lysine 9 on histone H3 (H3K9me2) and monomethyl groups from lysine 20 on histone H4 (H4K20me1) (Fortschegger et al, 2010; Horton et al, 2010; Kleine-Kohlbrecher et al, 2010; Liu et al, 2010). Mutations in *PHF8* are linked to Siderius-Hamel syndrome, a rare X-linked intellectual disability (XLID) often accompanied by cleft lip and/or cleft palate (CL/P) (ORPHA:85287) (Abidi et al, 2007; Koivisto et al, 2007; Laumonnier et al, 2005; Siderius et al, 1999). Many of these mutations impair PHF8’s catalytic activity (Loenarz et al, 2010; Qiu et al, 2010). Loss of PHF8 function disrupts neuronal differentiation, synapse formation, and cell survival, as demonstrated in various models ranging from mice to zebrafish (Qiu et al, 2010). Furthermore, PHF8 deficiency in mammals leads to impaired learning and memory, via alterations in the RSK-mTOR-S6K signaling pathway (Chen et al, 2018). *Phf8* knock-out (KO) mice also exhibit resistance to anxiety and depression-like behaviors, linked to the dysregulation of serotonin receptor expression (Htr1a and Htr2a) (Walsh et al, 2017). These findings strongly suggest that PHF8 plays a pivotal role in neurodevelopment.

In this study, we demonstrate that PHF8 is essential for neural stem cell proliferation in vitro and in vivo by orchestrating a metabolic program centered on amino acid biosynthesis, particularly serine production. Our findings reveal a novel mechanism by which PHF8 integrates cell renewal with metabolic demands, providing new insights into the interplay between epigenetics and metabolism during neurogenesis.

## Results

### PHF8 maintains neural stem cell proliferation

Analysis of publicly available single-cell RNA sequencing data from the developing mouse cerebral cortex (Di Bella et al, 2021; Data ref: Di Bella et al, 2021) revealed that *Phf8* is expressed in apical and intermediate progenitors at embryonic days (E)12 and E16 (Fig. 1A; Appendix Fig. S1A). Given that the embryonic cortex at these stages is largely composed of progenitors, we sought to elucidate the functional role of PHF8 during early corticogenesis. To this end, we employed a well-established self-renewal model using neural stem cells (NSCs) derived from E12.5 mouse embryonic cortices, which predominantly consist of progenitors, namely radial glial cells. These NSCs exhibit robust proliferative capacity and can differentiate into multiple neural lineages in vitro (Fig. 1B) (Currle et al, 2007; Estaras et al, 2012; Pappa et al, 2019; Pollard et al, 2006). To knock down PHF8 in NSCs, cells were transduced with lentiviral vectors carrying either control shRNA (shCTR) or PHF8-targeting shRNA (shPHF8). This efficiently reduced PHF8 mRNA and protein levels (Fig. 1B) without affecting the expression of the other two KDM7 subfamily members, Phf2 and Kiaa1718, which share both structural and functional similarities with PHF8 (Appendix Fig. S1B).

**Figure 1:**
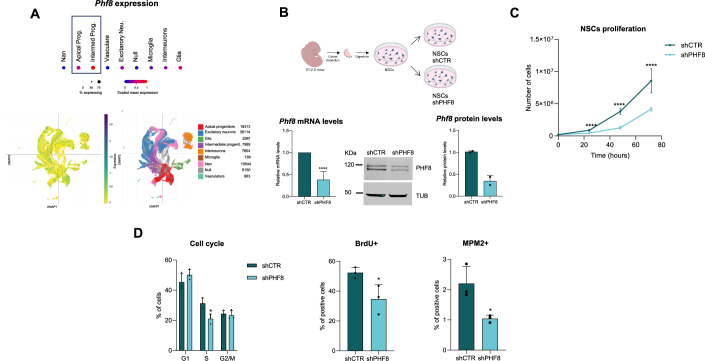
PHF8 maintains neural stem cell proliferation. (**A**) UMAP plot showing *Phf8* expression in the developing mouse cerebral cortex. Data were derived from a publicly available single-cell RNA-seq dataset (Di Bella et al, 2021; Data ref: Di Bella et al, 2021). (**B**) Schematic representation of the experimental model used in this study. Neural stem cells (NSCs) were dissected from cerebral cortices of mouse fetal brains (E12.5) and cultured ex vivo (see methods). NSCs were infected with lentivirus expressing shRNA control (shCTR) or PHF8-specific shRNA (shPHF8). After 24 h, shRNA-expressing cells were selected with puromycin. 48 h post-infection, total RNA and protein extracts were collected to assess PHF8 mRNA (*n* = 6 biologically independent experiments performed in triplicate) and protein levels via qPCR and immunoblotting (*n* = 2), respectively. mRNA expression values were normalized to the housekeeping gene *Gapdh*, and protein levels were normalized to tubulin. Error bars represent the mean with standard deviation (SD). ****p < 0.0001, two-tailed Student’s *t*-test. (**C**) Growth curve showing proliferation of NSCs infected with shCTR or shPHF8 lentivirus over 72 h. Data represent the mean of eight biologically independent experiments performed in triplicate. Error bars represent the mean with SD. ****p < 0.0001, two-tailed Student’s *t*-test. (**D**) Graphs showing flow-cytometry quantification of shCTR and shPHF8 NSCs. The left graph corresponds to PI staining quantification (*p = 0.0194), the middle graph to BrdU incorporation quantification relative to total cells (*p = 0.0410), and the right graph displays MPM2 levels relative to total cells (*p = 0.0247, two-tailed *t*-test). Data represent the mean of three biologically independent experiments. Error bars represent the mean with SD. Original flow-cytometry data are presented in Appendix Fig. S1D. Source data are available online for this figure.

To analyze the role of PHF8 in NSCs, we first examined the consequences of its depletion on cell proliferation. shPHF8 NSCs exhibited a marked reduction in cell growth compared to shCTR cells (Fig. 1C), a phenotype also observed in other highly proliferative cell types, including cancer cell lines (Lim et al, 2013; Liu et al, 2010). Similar results were observed when a second independent shRNA that targets PHF8 (shPHF8-2) was used (Appendix Fig. S1C). Flow-cytometry analysis revealed a significant decrease in S-phase cells, both by propidium iodide (PI) staining and BrdU incorporation, and a parallel, although not significant, increase in % of G1 cells in shPHF8 cells. Moreover, while there was not a global significant change in G2 + M a reduction in the % of mitotic (MPM2 leveled) cells was observed in shPHF8 cells (Fig. 1D and Appendix Fig. S1D). These data suggest that, although cells were able to proliferate, they had defects in progression into S phase and into M phase in the absence of PHF8. On the other hand, PHF8 overexpression did not affect cell proliferation (Appendix Fig. S1E).

### PHF8 regulates the serine biosynthesis pathway (SBP) gene transcription

To investigate the role of PHF8 in NSCs proliferation, we determined the PHF8-dependent transcriptional profile by performing RNA sequencing (RNA-seq) of control shCTR) and PHF8-depleted (shPHF8) NSCs samples in triplicate. The quality of the RNA-seq data was assessed by examining sample clustering using Pearson correlation analysis (Appendix Fig. S2A). Differential expression results were validated by quantitative polymerase chain reaction (qPCR) (Appendix Fig. S2B).

The analysis identified 5913 transcripts that exhibited significant changes in expression upon PHF8 knockdown [log2 fold change (FC) >0.5 and (FC) <−0.5 and *p*-value < 0.05] (Fig. 2A). Among these, 49.2% were downregulated and 50.7% were upregulated following PHF8 depletion (Fig. 2B). Notably, increasing the log₂FC threshold to 1 did not substantially alter the relative proportions of up- and downregulated genes (Appendix Fig. S1C). These results are consistent with previous reports describing PHF8 as both a transcriptional activator and repressor (Asensio-Juan et al, 2017; Wang et al, 2014). Gene ontology (GO) enrichment analysis of the differentially expressed genes revealed the presence of categories associated with DNA replication, mitotic sister chromatid segregation, and chromatin remodeling at the centromere (Fig. 2C). These findings are in line with previous observations in cancer cell lines (Asensio-Juan et al, 2012; Liu et al, 2010). Interestingly, the most enriched category was related to metabolism (Fig. 2C). Further classification of the differentially expressed metabolic genes indicated that serine metabolism was the most enriched among the metabolic processes (Fig. 2D).

**Figure 2:**
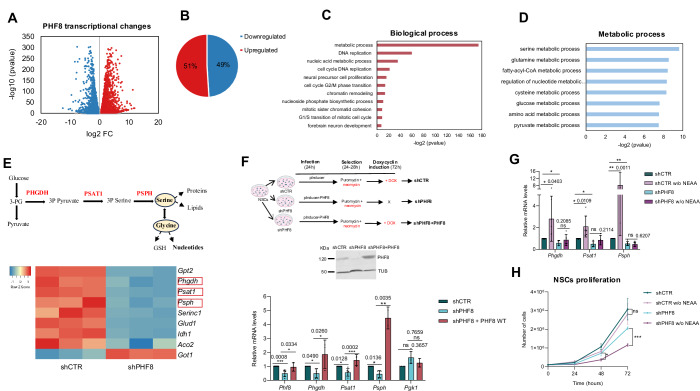
PHF8 regulates transcription of Serine Biosynthesis Pathway (SBP) genes. (**A**) Volcano plot showing PHF8 transcriptional targets identified by RNA-seq in shCTR and shPHF8 NSCs. The red dots represent the genes with *p* value <0.05 and log_2_ fold change >0.5; blue dots indicate genes with *p* value <0.05 and log_2_ fold change <−0.5. Data used for this analysis correspond to the values obtained from three biologically independent RNA-seq replicates. Differential expression analysis was performed by BGI using the Dr. Tom RNA-seq analysis pipeline. Statistical significance was assessed using DESeq2; genes with an adjusted *p* value (*q* value) ≤0.05 were considered significant. DESeq2 uses a Wald test. (**B**) Graph depicting the percentage of upregulated and downregulated genes in shPHF8 compared to shCTR NSCs (*p* value <0.05). (**C**) Gene ontology (GO) analysis of Biological Process enriched among PHF8-regulated genes (*p* value <0.05 and log_2_ fold change >0.5 and log_2_ fold change <−0.5). The whole *Mus musculus* genome 10 (mm10) was used as background. (**D**) GO analysis highlighting metabolic processes among genes differentially regulated in the RNA-seq of shCTR and shPHF8 NSCs (*p* value <0.05 and log_2_ fold change >0.5 and log_2_ fold change <−0.5). (**E**) Top panel: Schematic diagram of the serine biosynthesis pathway with key enzymatic steps. Bottom panel: Heatmap showing expression of selected serine metabolism-related genes in shCTR and shPHF8 NSCs from RNA-seq data. All genes shown meet the criteria: *p* value <0.05 and log₂ fold change >0.5 or < –0.5. (**F**) PHF8 was induced in shPHF8 NSCs (immunoblot shown at the top of the panel), and expression levels of the indicated genes were measured by qPCR. Expression values were normalized to the housekeeping gene *Gapdh* and presented relative to shCTR NSCs. *Pgk1* served as a negative control. *n* = 3–6 biologically independent experiments were performed. Error bars represent the mean with SD. Two-tailed *t*-test was applied. (**G**) shCTR and shPHF8 NSCs cells were cultured in media with or without (w/o) non-essential amino acids (NEAA) for 6 h. Expression of *Phf8*, *Phgdh*, and *Psat1* was measured by qPCR, normalized to *Gapdh*. Data were derived from 4 to 7 biologically independent experiments. Normality was confirmed using the Shapiro–Wilk test, and statistical significance was assessed with a two-tailed *t*-test. Error bars represent the mean with SD. (**H**) Growth curve showing proliferation of shCTR and shPHF8 NSCs in the presence or absence of NEAA over 0 to 72 h. Data used for this analysis correspond to the values obtained from three biologically independent experiments. Error bars represent mean ± SEM. ns, *p* = 0.5768; *p = 0.0192; ***p = 0.0001, two-tailed *t*-test. Source data are available online for this figure.

Next, we focused on genes within the serine biosynthesis pathway (SBP) that were significantly regulated in the RNA-seq dataset. The majority of SBP-associated transcripts were downregulated in PHF8-depleted NSCs (Fig. 2E). qPCR validation confirmed the reduced expression of the three key SBP enzymes—*Phgdh, Psat1*, and *Psph*—in shPHF8 NSCs compared to control cells (shCTR) (Fig. 2F). Notably, doxycycline-induced overexpression of PHF8 from the *pInducer-PHF8* construct restored the transcription of these SBP genes to control levels (Fig. 2F). Collectively, these results demonstrate that PHF8 acts as a crucial transcriptional regulator of the serine biosynthesis pathway in NSCs.

The SBP is particularly activated under serine-deprived conditions. To determine whether PHF8 is required for this adaptive response, we examined the transcriptional induction of *Phgdh*, *Psat1*, and *Psph* in shCTR and shPHF8 NSCs cultured in serine-free medium [medium lacking non-essential amino acids (NEAAs)]. As shown in Fig. 2G, the expression of SBP genes was upregulated in shCTR cells but not in PHF8-depleted cells, indicating that PHF8 is required for their proper induction under serine starvation. These findings suggest that PHF8 is essential for maintaining SBP activity. Consistent with this, PHF8-depleted NSCs exhibited increased sensitivity to NEAA deprivation. NEAA depletion impaired proliferation in shPHF8 cells, but not in shCTR NSCs, further supporting a role for PHF8 in sustaining amino acid homeostasis required for NSC proliferation (Fig. 2H). In agreement, treatment with a non-NAD + -competing allosteric PHGDH inhibitor caused a delay in NSCs proliferation (Appendix Fig. S2D). Finally, closer inspection of the RNA-seq dataset revealed that, in addition to SBP genes, several amino acid transporter transcripts were also dysregulated in PHF8-depleted NSCs compared with controls (Appendix Fig. S2E).

### PHF8 maintains low levels of H4K20me1 at SBP gene promoters

To test whether PHF8 directly regulates the metabolic enzymes involved in serine biosynthesis, we analyzed previously published PHF8 ChIP-seq data (Appendix Table S1). We compared PHF8 binding sites with histone modifications associated with active (H3K4me3) and repressive (H4K20me1, H3K9me2) chromatin states. PHF8 was found to bind the transcription start sites (TSS) of *Phgdh*, *Psat1*, and *Psph*, where it colocalized with high levels of H3K4me3—a mark recognized by PHF8—and low levels of H4K20me1 and H3K9me2, which are repressive marks targeted by PHF8 (Fig. 3A). Although some of the ChIP-seq data used (Appendix Table S1) were derived from non-NSC cell types, raising the possibility of cell type–specific effects, these results support the notion that PHF8 may directly bind to SBP gene promoters and demethylate them to facilitate transcription.

**Figure 3:**
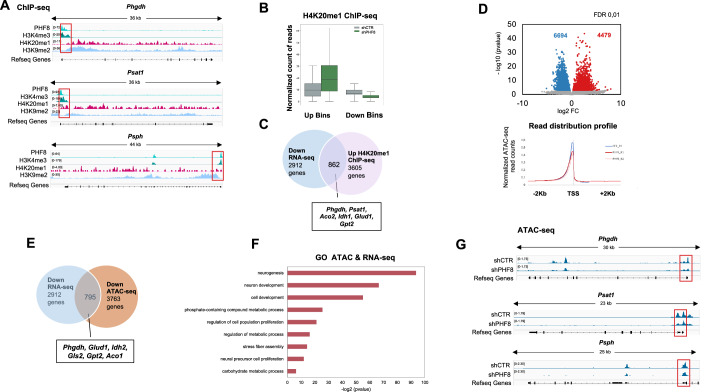
PHF8 maintains competent chromatin for transcription at SBP gene promoters. (**A**) Integrated genome viewer (IGV) screenshots showing PHF8 binding peaks (input-substracted) and ChIP-seq profiles for H3K4me3, H4K20me1 and H3K9me2 ChIP-seq at *Phgdh*, *Psat1*, and *Psph* loci in human embryonic stem cells (hESCs). Homo sapiens genome hg19. (**B**) H4K20me1 ChIP-seq was performed in duplicate in shPHF8 and shCTR NSCs. The mouse genome was divided into 180,000 bins of 30 Kb each to assess H4K20me1 enrichment. Box plots display bins showing gain and loss of H4K20me1 in shPHF8 versus shCTR cells. Box plot elements: centerline = median; box limits = 25th and 75th percentiles; whiskers = minimum and maximum. (**C**) Venn diagrams were generated to visualize the overlap between genes that gain H4K20me1 upon PHF8 depletion and are downregulated in RNA-seq (log2 fold change <0.05 and <−0.5; *p* value <0.05). No statistical test was applied to the Venn diagram itself, as it is a descriptive visualization. (**D**) ATAC-seq was performed in shPHF8 and shCTR NSCs. Peaks were identified as described in Methods, and fold change values were computed. The volcano plot displays peaks with increased (red; *n* = 4.479) or decreased (blue; *n* = 6.694) ATAC signal in shPHF8 cells. Differential chromatin accessibility analysis was performed using DESeq2. Statistical significance was assessed using the Wald test. Peaks with *p* value <0.01 and |log2 fold change|>0.5 were considered differentially accessible. Bottom panel: ATAC-seq read density plotted ±2000 bp from transcription start sites (TSS) in shCTR and shPHF8 NSCs. (**E**) Venn diagram showing the overlap between genes that lose chromatin accessibility upon PHF8 depletion and genes downregulated in PHF8 RNA-seq analysis. (**F**) Gene Ontology (GO) analysis of Biological Processes enriched among genes that are both regulated by PHF8 (log₂ fold change >0.5 or <–0.5; *p* < 0.05) and show changes in chromatin accessibility upon PHF8 depletion (FDR 0.01). Enrichment was assessed using Fisher’s exact test, and *p* values were corrected using the g:SCS method implemented in g:Profiler. (**G**) IGV screenshots showing ATAC signal profiles at *Phgdh*, *Psat1*, and *Psph* loci in shCTR and shPHF8 NSCs.

To further understand how PHF8 regulates SBP gene expression, we assessed the effects of PHF8 depletion (Fig. EV1A) on histone methylation in NSCs. Immunofluorescence analysis of known PHF8 histone targets—H4K20me1 and H3K9me2—revealed a marked global increase in H4K20me1 levels following PHF8 knockdown (Fig. EV1B), whereas H3K9me2 levels remained largely unchanged (Fig. EV1C). Motivated by the observed global increase in H4K20me1, we next conducted H4K20me1 ChIP-seq assays in shCTR and shPHF8 NSCs (Appendix Table S2; Appendix Fig. S3A). The ChIP-seq results were further validated by qPCR (Appendix Fig. S3B). We first examined the global changes in H4K20 chromatin monomethylation by segmenting the genome into 30Kb bins. This analysis revealed that PHF8 knock-down led to a higher number of genomic regions (bins) with increased H4K20me1 signal intensity, as compared to regions with decreased signal strength, relative to control cells (Fig. 3B). GO analysis of genes lying nearest to the H4K20me1 peak region and exhibiting increased H4K20me1 enrichment indicated their involvement in cellular metabolic processes, DNA transcription, and other fundamental processes related to cell proliferation and gene expression (Appendix Fig. S3C). These findings align with an overall increase in H4K20me1 bulk methylation upon PHF8 depletion (Iacobucci et al, 2021; Fig. EV1B). Finally, comparison between genes that gained H4K20me1 and RNA-seq revealed that 862 genes that were downregulated upon PHF8 depletion gained H4K20me1 at their promoters (Fig. 3C). Among these, some SBP genes were identified (Fig. 3C; Appendix Fig. S3D). These data suggest that PHF8 facilitates SBP gene transcription by demethylating their promoters. Interestingly, we observed a decrease in H4K20me1 levels at the SBP gene bodies upon PHF8 depletion, as expected due to downregulation of these genes (Appendix Fig. S3D), given that H4K20me1 enrichment along the gene body is associated with transcriptional activation and elongation (Shoaib et al, 2021).

To understand the lack of changes in H3K9me2 levels, and given that H3K9me2 serves as a substrate for Suv39h1/2, which catalyze its conversion to H3K9me3, we reasoned that the H3K9me2 generated after PHF8 loss might be further methylated, leading to higher H3K9me3 levels. To test this idea, we first analyzed global H3K9me3 levels (Fig. EV1D) and observed an overall increase. 

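H3K9me3, trimethylated lysine 9 of histone H3, was mapped by chromatin immunoprecipitation and sequencing (ChIP-seq) in mouse neural stem cells (NSCs) from the cerebral cortex, infected with lentivirus carrying a control shRNA (shCTR) or an shRNA against PHF8 (shPHF8). There were 2 ChIP libraries per condition and 1 input per condition. The number of cells per ChIP differs between the methods and the sample labels. The paper's Appendix Table S2 lists 24487187 and 24372394 uniquely mapped reads for shCTR replicates 1 and 2, and 24096483 and 19934294 for shPHF8 replicates 1 and 2. The authors aligned the reads to mm10 and called broad peaks (islands of enriched windows) with SICER2, and deposited 1 list per library. The lists give the position of each peak without a height, score or p-value, and the inputs were not used here. Peak positions were multiples of 200 bp, and neighbouring peaks were at least 800 bp apart in every library. The lists held 53309 and 54110 peaks in shCTR replicates 1 and 2, and 44318 and 55557 in shPHF8 replicates 1 and 2. On chromosomes 1 to 19, X and Y, the median peak width was 2400 bp in both shCTR libraries, 4200 bp in shPHF8 replicate 1 and 2800 bp in shPHF8 replicate 2. Peaks were merged across the 4 libraries into 71107 regions, a region being gained when a peak of both shPHF8 libraries and of neither shCTR library overlapped it by at least 1 bp, and lost in the opposite case. Read signal within a peak could not be compared from these lists, so a change in height without a change in called width is not seen. With 2 libraries per condition, no exact permutation test can reach the 0.05 threshold, so counts are given beside those from the 2 other ways of splitting the 4 libraries into pairs.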

To further investigate H3K9me3 changes due to PHF8 depletion, we performed H3K9me3 ChIP-seq in shCTR and shPHF8 NSCs (Appendix Table S2; Appendix Fig. S4A). We initially examined global changes by segmenting the genome into 30 kb bins. This analysis revealed that PHF8 knockdown resulted in a greater number of genomic regions with increased H3K9me3 signal compared to regions with decreased signal relative to control cells (Appendix Fig. S4B). 

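Of the 90864 bins of 30 kb on chromosomes 1 to 19, X and Y, 44182 held a peak in at least 1 of the 4 ChIP libraries. Bases covered by peaks were counted per bin and library. In 13178 bins (29.8%) both shPHF8 libraries had more covered bases than both shCTR libraries, and in 3908 bins (8.85%) both had fewer. Chance alone places 16.7% of bins in each direction when the 4 values have no ties. Splitting the libraries as replicates 1 against replicates 2 separated 3483 and 4399 bins, and the crossed split separated 4918 and 3517. The covered length was 157 Mb and 160 Mb in shCTR replicates 1 and 2, and 219 Mb and 197 Mb in shPHF8 replicates 1 and 2, a ratio of shPHF8 to shCTR means of 1.32 (exact two-sided permutation test, p = 0.333, the smallest that 2 libraries against 2 allow). The mean number of peaks on these chromosomes was lower in shPHF8, with a ratio of 0.930. This rested on shPHF8 replicate 1 (44316 peaks). Replicate 2 had 55555, more than shCTR replicates 1 and 2 (53307 and 54108). The direction of the bin counts moved most with the widest peaks of each library up to an equal covered length, with 6465 bins up and 8838 down. With covered bases scaled to the same total, 8002 bins were up and 8728 down. Both settings were chosen after seeing the data. By construction both remove any difference in total covered length, so they would also remove a genome-wide rise in H3K9me3. Without shPHF8 replicate 1, which had the widest peaks, 20812 bins were up and 7879 down. By presence or absence of a peak, 3040 regions were gained and 3579 were lost. Together these are 6619 regions found in 1 pair only, against 2889 and 3086 in the 2 other splits. More regions were gained than lost when at least 50% of the region had to be covered (6871 gained, 3400 lost).

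**Figure D1:**
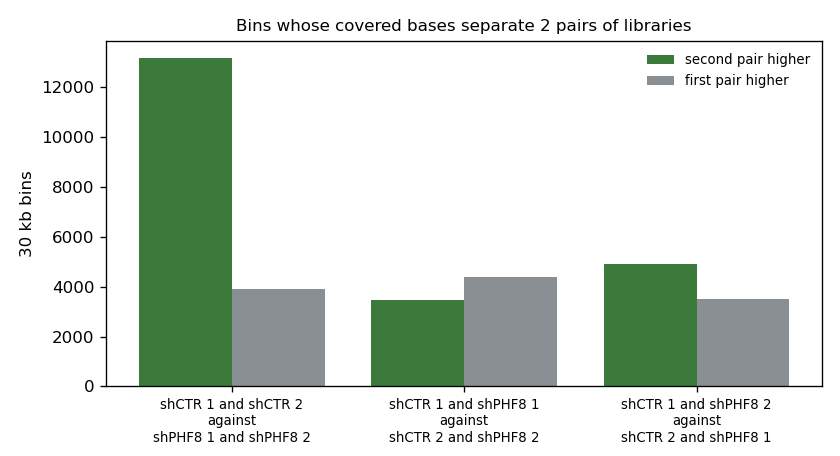
Number of 30 kb bins (vertical axis) in which both libraries of one pair had more bases covered by H3K9me3 peaks than both of the other pair, for the 3 splits of the 4 libraries into pairs. Green bars count bins higher in the second pair named and grey bars bins higher in the first; the split by condition gives 13178 and 3908 bins.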

Further analysis indicated that genomic segments with decreased H3K9me3 were significantly enriched at promoters, particularly at transcription start sites (TSS), whereas regions that gained H3K9me3 upon PHF8 depletion were predominantly intergenic (Appendix Fig. S4C). 

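Regions were placed by their nearest edge in GENCODE M21 genes on GRCm38, the assembly also called mm10, in the order of classes of Appendix Fig. S4C. Of the lost regions, 656 lay within 1 kb of a transcription start site (18.3%, 95% Wilson interval 17.1 to 19.6%), and of the gained regions 480 did (15.8%, 14.5 to 17.1%). Regions of the same widths shuffled 100 times within their chromosomes gave a mean of 13.2% for the lost set, between 11.2 and 14.6%, and 17.3% for the gained set, between 15.3 and 19.3%. The odds ratio of promoter location, lost against gained, was 1.20 (Fisher's exact test over regions, two-sided, p = 0.00662; regions are not replicates). It was 1.00 without shCTR replicate 1, 0.851 without shCTR replicate 2, 1.62 without shPHF8 replicate 1 and 1.19 without shPHF8 replicate 2. Leaving out a library also changes which regions count as gained or lost, since a region then needs fewer libraries. The crossed split of the libraries gave an odds ratio as far from 1 as 1.38. With regions compared within 20 classes of GC content, whose median was 44.7% in both sets, the odds ratio was 1.01 (95% interval 0.881 to 1.16). Within 20 classes of region width it was 1.48 (1.26 to 1.73). Counting only protein-coding genes, 13.0% of lost and 6.32% of gained regions were at promoters, an odds ratio of 2.22. It ranged from 1.29 without shCTR replicate 2 to 2.77 without shPHF8 replicate 1. Within GC classes it was 1.73 (95% interval 1.44 to 2.09), and within width classes 2.45 (1.97 to 3.04). The other splits gave odds ratios for these genes as far from 1 as 1.11 and 1.77. Distal intergenic regions made up 43.8% of gained regions (42.0 to 45.6%), within the 39.8 to 44.2% of their shuffles. They made up 29.3% of lost regions (27.8 to 30.8%), below the 40.7 to 46.1% of theirs. Introns held 22.5% of gained and 32.2% of lost regions. The median width was 4200 bp for gained and 2600 bp for lost regions.

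**Figure D2:**
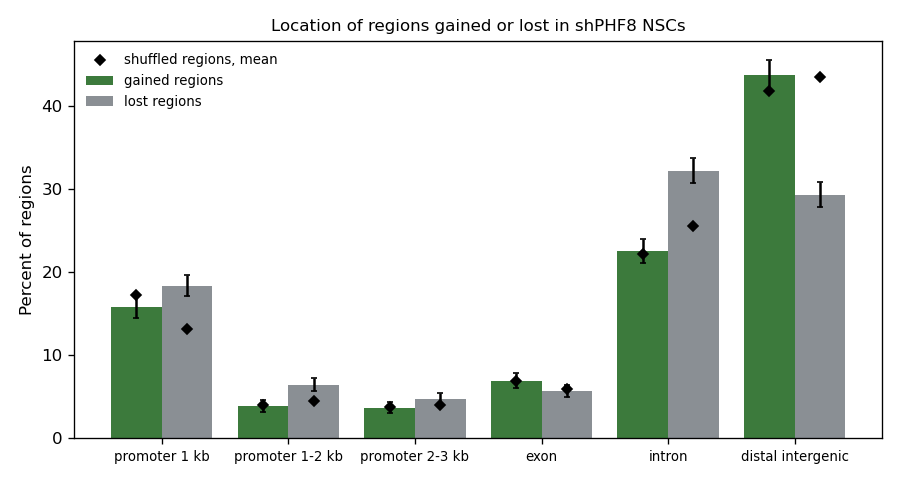
Percent of regions (vertical axis) in 6 location classes for regions gained (green) or lost (grey) in shPHF8 NSCs, with 95% Wilson intervals as error bars. Black diamonds are the means of 100 shuffles; lost regions lie below theirs in the distal intergenic class, at 29.3% against 43.6%.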

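Genes were linked to regions when a gained or lost region overlapped the gene or its 3 kb flanks. Of the 21938 protein-coding genes on chromosomes 1 to 19, X and Y, 1075 (4.90%) had a gained region and 1870 (8.52%) a lost region. Pathway annotation was not used here, and 2 fixed lists of 40 genes each were counted instead. Of 40 genes of amino acid and one-carbon metabolism, 3 had a gained region (Dld, Sds and Sdsl), where 10000 random lists matched on gene length had a median of 1 and a 95% range of 0 to 4. Of 40 genes of neurogenesis and the synapse, 3 had a gained region (Ntn1, Robo1 and Epha4), where random lists had a median of 4 and a range of 1 to 8. Lost regions were found at 7 of the metabolism genes, against a random median of 3 and a range of 0 to 6, and at 9 of the neural genes, against a median of 6 and a range of 3 to 11. Ntn1 and Robo1 had both a gained and a lost region. The lists were fixed, and the genes named here were picked from them after their values were seen. Gene lists drawn at random may not share the clustering of real ones, so their ranges may be too narrow. Clustering was not measured for the metabolism and neural lists. The lists were not restricted to those whose RNA changed with PHF8, since RNA-seq values were not used here.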

GO analysis of genes associated with increased H3K9me3 did not reveal enrichment for metabolic pathways, but rather for neurogenesis and neural function (Appendix Fig. S4D). A close examination of SBP gene promoters showed no changes in H3K9me3 levels following PHF8 depletion (Appendix Fig. S4E).

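The Phgdh gene lies on chromosome 3 of GRCm38 from 98313170 to 98339990, the Psat1 gene on chromosome 19 from 15904678 to 15947337 and the Psph gene on chromosome 5 from 129765558 to 129787449, all on the minus strand. No H3K9me3 peak of any of the 4 libraries lay within 3 kb of the start site of Phgdh or Psph, or within either gene. The nearest peak to Phgdh was 4170 and 3970 bp from the gene in shCTR replicates 1 and 2, and 5211 and 4170 bp in shPHF8 replicates 1 and 2. For Psph it was between 26958 and 45158 bp away. Within 3 kb of the Psat1 start site, peaks covered 4001 and 1601 bases in shCTR replicates 1 and 2, and 5001 and 3001 in shPHF8 replicates 1 and 2, so the conditions overlapped. Over the whole gene with 3 kb on each side, peaks covered 14137 and 13937 bases in shCTR and 12137 and 9537 in shPHF8. Within 1 kb of the start site, only replicate 1 of each condition had a peak, covering 737 bases in shCTR and 1337 in shPHF8. A gene without a called peak can still have reads, so a change below the threshold for calling was not detectable. From its findings collectively, the paper proposes that H4K20me1 plays a role in the PHF8-dependent regulation of SBP genes.

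**Figure D3:**
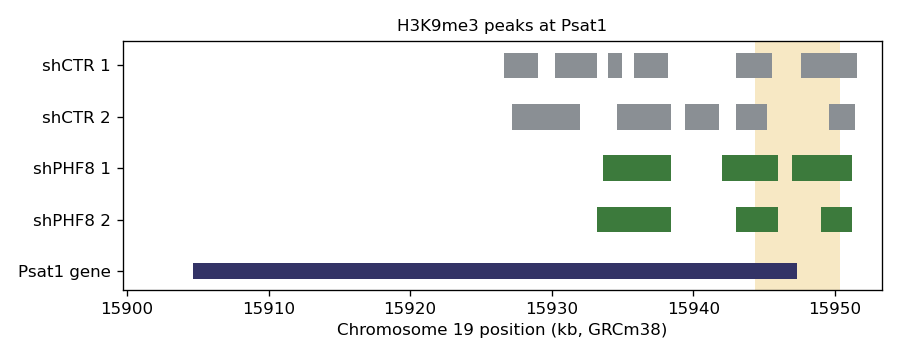
H3K9me3 peaks at Psat1 on chromosome 19 (horizontal axis, position in kb on GRCm38), with 1 row per library, shCTR in grey and shPHF8 in green, above the gene in blue. The shaded band is the 3 kb on each side of the start site, in which every library has a peak.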

Collectively, these findings suggest that H4K20me1 plays a role in the PHF8-dependent regulation of SBP genes.

### PHF8 maintains competent chromatin for transcription at SBP gene promoters

We next conducted ATAC-seq assays in both control and two replicates of depleted PHF8 NSCs. This assay assesses chromatin accessibility and provides insights into the changes associated with PHF8 function. We found that the number of regions exhibiting decreased accessibility upon PHF8 depletion was higher than those showing increased accessibility (Fig. 3D). These data were consistent with the enhanced H4K20me1 and H3K9me3 levels observed upon PHF8 depletion in NSCs (Fig. EV1B,D). Further analysis demonstrated that regions that lost accessibility were significantly enriched in promoters, particularly at TSS (Fig. 3D, bottom panel; Appendix Fig. S4F). On the other hand, the regions that gained chromatin accessibility were primarily located at intergenic regions (Appendix Fig. S4F). Interestingly, GO analysis of the 795 genes exhibiting both reduced chromatin accessibility and downregulation in the RNA-seq dataset (Fig. 3E) identified a significant enrichment for genes related to neurodevelopment, cell proliferation, and metabolism (Fig. 3F), including SBP genes (Fig. 3G).

These data strongly suggest that PHF8 is responsible for maintaining chromatin accessibility at these specific sites, probably by keeping low levels of H4K20me1. These findings reinforce the notion that PHF8 maintains chromatin competency for transcription at gene promoters that are crucial for the regulation of metabolic gene transcription.

### PHF8 cooperates with transcription factors to regulate SBP gene transcription

Next, we sought to investigate the mechanisms that target PHF8 to the SBP gene promoters. We analyzed the promoter sequences of metabolic genes whose expression is affected by the depletion of PHF8 (identified in the RNA-seq) using the Pscan tool (Zambelli et al, 2009), which revealed binding sites for NRF1, ATF4, E2F4, and NFIA (Fig. EV2A).

Analysis of single-cell RNA sequencing data from the developing mouse cerebral cortex (Di Bella et al, 2021; Data ref: Di Bella et al, 2021) indicated that, among these factors, NFIA, followed by ATF4, is the most highly expressed transcription factors and is present in the largest number of cells at developmental stages in which PHF8 is expressed (Fig. EV2B). Furthermore, comparison of PHF8 binding sites with those of NFIA and ATF4 at SBP gene promoters, using previously published ChIP-seq datasets, revealed colocalization of PHF8 and NFIA at the *Phgdh* promoter, and of PHF8 and ATF4 at the *Psat1* promoter (Fig. EV2C). These findings suggest that PHF8 may cooperate with these transcription factors to regulate gene expression, particularly in the control of serine biosynthesis.

Based on these observations, and given that we have previously shown that PHF8 regulates *Nfia* expression in different contexts (Iacobucci et al, 2021), we next investigated whether NFIA contributes to PHF8-mediated transcriptional regulation of *SBP* genes. NFIA is a member of the NFI family that plays critical roles in embryogenesis, including neocortical, hippocampal, retinal, and cerebellar development (Clark et al, 2019; Harris et al, 2016; Piper et al, 2014). We first evaluated the impact of NFIA depletion on the expression levels of the major enzymes of the SBP. To do so, NSCs were transduced with lentivirus containing the specific *Nfia* shRNA that efficiently decreased NFIA levels (shNFIA) (Fig. EV2D) without affecting the *Phf8* (Fig. EV2D). The transcript levels of *Phgdh*, *Psat1*, and *Psph* were subsequently analyzed, revealing a significant reduction in SBP gene transcription following NFIA depletion (Fig. EV2D). At the genome-wide level, analysis of previously published NFIA RNA-seq data (Appendix Table S1) revealed that 614 genes downregulated in PHF8 KD RNA-seq were also downregulated upon NFIA knockdown (Fig. EV2E). Notably, the number of genes co-regulated by PHF8 and NFIA was significantly higher than that observed when compared to 2048 randomly selected genes (corresponding to the number of genes downregulated in NFIA KD) (Fig. EV2E, right panel). GO analysis of these overlapping genes highlighted functional categories related to cell cycle progression, metabolism, and neural development (Fig. EV2F). Although some RNA-seq datasets were derived from non-NSC cell types—raising the possibility of cell type–specific effects—these findings support the notion that PHF8 and NFIA may cooperate to regulate SBP gene transcription. Finally, we examined the effect of NFIA depletion on NSC proliferation. shNFIA cells exhibited a marked decrease in growth at 72 h (Fig. EV2G), comparable to or even greater than that observed upon PHF8 depletion, and this effect was independent of PHF8 levels (Appendix Fig. S5A).

To evaluate the contribution of ATF4, NSCs were transduced with an ATF4-specific shRNA (shATF4), which efficiently reduced ATF4 expression (Appendix Fig. S5A). ATF4 knockdown caused only minor alterations in SBP gene expression—affecting primarily *Psat1* (Appendix Fig. S5B)—and had modest effects on NSC proliferation (Appendix Fig. S5C). Genome-wide analysis using previously published ATF4 RNA.seq (Appendix Table S1) identified 310 genes downregulated upon PHF8 depletion were also affected by ATF4 knockdown (Appendix Fig. S5D). These were significantly enriched for functional categories related to cell cycle progression and metabolism (Appendix Fig. S5E).

Collectively, these findings indicate that PHF8 cooperates predominantly with NFIA, and to a lesser extent with ATF4, during early corticogenesis to regulate the transcription of key enzymes involved in serine biosynthesis.

### PHF8 depletion impairs serine biosynthesis

As we observed that the main enzymes related to SBP were downregulated in shPHF8 NSCs (Fig. 2), we decided to evaluate the concentration of serine in PHF8-depleted cells. In order to do that, we performed liquid chromatography−mass spectrometry (LC/MS) experiments using three biologically independent replicates. The results in Fig. 4A showed a reduction in serine (Ser) concentration in shPHF8 compared to shCTR NSCs, as well as other amino acids (Appendix Fig. S6A). Knowing that shPHF8 NSCs suffer from serine depletion, which is essential for proliferation, we hypothesized that serine supplementation could rescue the growth defects of shPHF8 cells. Thus, we supplemented the culture media of both shCTR and shPHF8 cells with serine. While serine had no effect on shCTR cells, it enhanced the growth of shPHF8 cells (Fig. 4B)

**Figure 4:**
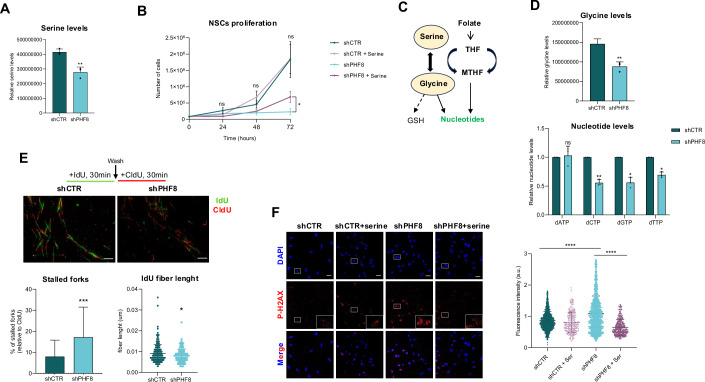
PHF8 depletion impairs serine biosynthesis. (**A**) Metabolites from shCTR and shPHF8 NSCs were analysed by liquid chromatography−mass spectrometry (LC/MS). The quantification of serine levels from three biologically independent replicates of shCTR and shPHF8 samples is shown. Error bars represent mean ± SEM. **p = 0.0043, two-tailed *t*-test. (**B**) Growth curve showing the proliferation rate of shCTR and shPHF8 NSCs cultured in media supplemented or not with serine (5 mM) over a period of 0 to 72 h. Data represent the mean of six biologically independent experiments performed in triplicated. Error bars represent mean with SEM. *p = 0.0392; ns not significant, two-tailed *t*-test. (**C**, **D**) Quantification of glycine (**C**), and deoxynucleotides (dATP, dCTP, dGTP, and dTTP) (**D**) levels in shCTR and shPHF8 NSCs determined by LC/MS from three biological independent replicates. Error bars represent mean ± SEM. Glycine (**p = 0.0046); dATP (ns *p* = 0.8427), dCTP (**p = 0.0012), dGTP (*p = 0.0345), dTTP (*p = 0.0298), two-tailed *t*-test. (**E**) DNA fiber assay on shCTR and shPHF8 NSCs. Cells were sequentially labeled with IdU (30 min, red) followed by CldU (30 min, green). Graphs show % of stalled forks (*n* = 50; ***p = 0.0004, two-tailed Mann–Whitney test) and the fiber length quantification (*n* = 200; *p = 0.0240, two-tailed Mann–Whitney test). Data shown are representative of three biologically independent experiments. Error bars represent mean ± SEM. Scale bar: 20 μm. (**F**) Immunostaining of shCTR and shPHF8 NSCs cultured in normal medium or medium supplemented with serine (5 mM) using anti–P-H2Ax antibodies and DAPI. Data were representative of three biologically independent experiments. Scale bar: 20 μm. Violin plots show quantification of fluorescence intensity per cell, (*n* = 289–1699). Error bars represent mean ± SEM. ****p < 0.0001, two-tailed Mann–Whitney test. Source data are available online for this figure.

Although serine is not directly incorporated into nitrogenous bases, it contributes to nucleotide synthesis in two key ways. First, it serves as a precursor to glycine, which is directly incorporated into purine formation. Additionally, when converted to glycine, serine donates one-carbon units which are essential for both purine ring and the conversion of dUMP to dTMP in pyrimidine synthesis (Fig. 4C) Thus, serine supports cellular nucleotide pools in an indirect yet indispensable manner, particularly in rapidly proliferating cells. A close analysis of the results showed that indeed glycine levels (Fig. 4D), as well as the nucleotides (Fig. 4D), were reduced in shPHF8 NSCs. The lack of nucleotides could lead to alterations in replication fork progression during the S phase of the cell cycle. To test this hypothesis, we performed DNA fiber assay to measure replication fork dynamics and stalling in shCTR and shPHF8 NSCs, which showed an increase in the percentage of stalled forks and a decrease in fiber length in PHF8-depleted cells (Fig. 4E; Appendix Fig. S6B). Alterations in replication fork progression are frequently associated with DNA damage, in particular with double-strand breaks (DSB), which we measured by the γH2AX content. The histone variant H2AX is phosphorylated at the Ser-139 residue, forming γH2AX (P-H2AX) as an early cellular response to the induction of DNA DSBs. Analysis of γH2Ax content as a measure of DNA damage in control and PHF8-depleted NSCs showed a significant accumulation of γH2AX upon PHF8 depletion that was rescued through serine supplementation in the culture medium (Fig. 4F).

Altogether, these data demonstrate that PHF8 deficiency disrupts metabolite synthesis, leading to impaired replication and ultimately resulting in DNA damage.

### PHF8 depletion disrupts autophagy

Given that PHF8 depletion results in defects in amino acid synthesis, ultimately leading to cell cycle abnormalities, we investigated whether the loss of PHF8 triggers autophagy—a catabolic process activated to mitigate starvation-induced stress and maintain cellular homeostasis (He, 2022). To evaluate autophagic activity, we assessed autophagic flux by immunoblotting for LC3 lipidation and analysing the formation of autophagic vesicles, indicated by LC3-positive puncta, a common marker of autophagosome formation. LC3, the mammalian homolog of Atg8, is processed by the Atg4 protease and subsequently lipidated, enabling its incorporation into membranes of the autophagic vesicles and redistribution from a diffuse form (LC3-I) to a punctate pattern (LC3-II) (Klionsky et al, 2008; Mizushima et al, 2010). Unexpectedly, PHF8-depleted cells exhibited a significant accumulation of LC3-I protein without a corresponding increase in LC3-II or SQSTM1 (also known as p62) levels under basal conditions (Fig. 5A; Appendix Fig. S7A). Treatment with concanamycin A, which inhibits lysosomal v-ATPase, thereby preventing lysosomal acidification and degradation of autophagic cargo, led to the expected accumulation of LC3-II in control cells (Fig. 5A). In contrast, PHF8-depleted cells failed to exhibit this increase, suggesting an impairment in autophagic flux (Fig. 5A). Immunofluorescence analysis further supported these findings, revealing elevated LC3-I intensity in PHF8-depleted cells compared to control cells (Fig. 5B). As expected, concanamycin A markedly increased the number and size of LC3-II–positive autophagic vesicles in control cells. However, in PHF8-depleted cells, the number of LC3-II puncta was reduced, with no change in puncta size (Fig. 5B). These results suggest a defect in autophagic vesicle formation in cells depleted for PHF8. Furthermore, although concanamycin A increased vesicle number and size in PHF8-depleted cells, this effect was significantly attenuated compared to controls, reinforcing the conclusion that PHF8 loss impairs autophagic flux (Fig. 5B).

**Figure 5:**
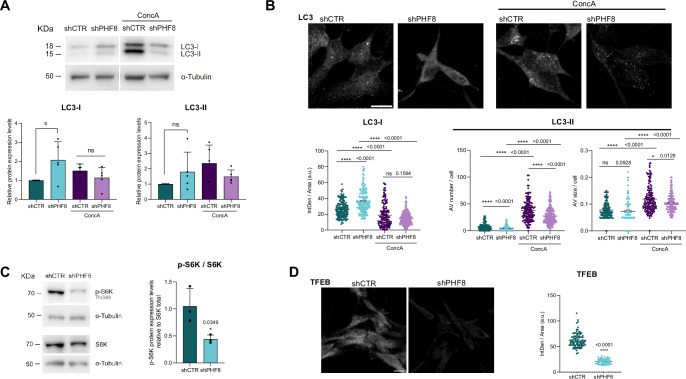
PHF8 depletion disrupts autophagy. (**A**) shCTR and shPHF8 NSCs were treated or not with concanamycin A for 5 h. Total protein extracts were prepared and the LC3-I, LC3-II, and TUBULIN—as loading control levels were assessed by immunoblot. The samples derive from the same experiment and processed in the same blot. Graphs represent protein expression levels relative to tubulin. Data shown are representative of five biologically independent experiments. Error bars represent mean ± SEM. LC3-I. *p = 0.0376; ns not significant, two-tailed *t*-test. (**B**) Immunostaining assays of shCTR and shPHF8 NSCs treated or not with concanamycin A for 4 h. Cells were fixed and stained using anti LC3 antibody. Confocal images were acquired and total fluorescence intensity per cell was quantified as a measure of LC3-I levels. Additionally, the number and size of fluorescent foci were analysed to assess LC3-II (*n* = 150 cells). The data were representative of three biologically independent experiments. Scale bar indicates 10 μm. Error bars represent mean ± SEM. Two-tailed Mann–Whitney test was applied. (**C**) Immunoblot showing S6K and phosphorylated S6K (p-S6K) levels in shCTR and shPHF8 NSCs. p-S6K levels were quantified and normalized to total S6K. The data were representative of three biologically independent experiments. Error bars represent the mean with SD. *p = 0.0349, two-tailed *t*-test. (**D**) Immunostaining of endogenous TFEB in shCTR and shPHF8 NSCs using anti-TFEB antibody. The data shown are representative of three biologically independent experiments. Scale bar, 10 μm. Error bars represent the mean with SD. Violin plots represent quantification of the fluorescence intensity per cell (*n* = 64). ****p < 0.0001, two-tailed *t*-test. Source data are available online for this figure.

To further understand this impairment, we analysed the status of mTORC1, a master regulator of autophagy. Immunoblotting for S6K phosphorylation at Thr389, and ULK phosphorylation at Ser 757, downstream targets of mTORC1, revealed a significant reduction of mTORC1 signaling in PHF8-depleted cells (Fig. 5C; Appendix Fig. S7B). This finding is unexpected, as reduced mTOR activity typically promotes autophagy. Thus, our data suggest that both anabolic and catabolic pathways are disrupted in the absence of PHF8. RNA-seq analysis provided further insight, revealing altered expression of numerous autophagy-related genes, including regulators of the mTORC1 complex such as *Deptor* and *Pten* (Appendix Fig. S7C). Moreover, the protein levels of the transcription factor TFEB, which is critical for autophagy and lysosomal biogenesis (Perera et al, 2019), were reduced in PHF8-deficient cells compared to controls (Fig. 5D).

Taken together, these results underscore a critical role for PHF8 in maintaining metabolic homeostasis. PHF8 depletion not only disrupts amino acid metabolism and mTORC1 signaling but also impairs autophagic flux, autophagic vesicle formation, and possibly TFEB-mediated transcriptional responses, further exacerbating metabolic stress.

### PHF8 depletion reduces mouse neurogenesis in vivo and impairs the differentiation of the neuronal outputs

Our data indicate that PHF8 activates genes critical for the metabolic support of neural progenitor proliferation. To assess the impact of PHF8 depletion in cortical neurogenesis in vivo, we electroporated in utero PHF8-specific shRNA into the developing mouse cortex at embryonic day 14.5 (E14.5), a timepoint at which PHF8 is expressed (Fig. 1A). At this developmental stage, neural progenitors lining the ventricular wall (radial glial cells, RGCs) mainly undergo asymmetric cell division to generate neurons of the upper layer of the cerebral cortex (direct neurogenesis). Cortical neurons are also generated by indirect neurogenesis *via* intermediate progenitors (IPs). Once generated in the ventricular zone (VZ), IPs migrate to the subventricular zone (SVZ), downregulate the RGC marker SOX2, and upregulate TBR2—an IP marker—or early neuronal markers such as doublecortin (DCX) and TUJ1. Consequently, impairment of RGC cell cycle progression is expected to reduce the production of IPs and neurons.

We analyzed the dynamics of progenitor populations and the neuronal output of electroporated GFP+ cells 48 h after *in utero* electroporation (IUE) at E16.5. The proportion of GFP+ RGCs remaining in the VZ that continued to express the SOX2 marker was similar between shPHF8 and shCTR conditions (Fig. 6A), indicating that RGC identity and rates of self-renewal were not affected. In contrast, we observed a significant reduction in the proportion of SOX2+ cells in the SVZ (%SOX2+/GFP+ cells: shCTR 13.86 ± 2.27, shPHF8 6.51 ± 0.47; *P* < 0.05; Fig. 6A c, g), which reflected a decrease in IPs. Consistent with this, the number of TBR2⁺ cells was reduced in both the VZ (%TBR2+/GFP+ cells VZ: shCTR 8.11 ± 1.009, shPHF8 5.24 ± 0.51; *P* < 0.05) and the SVZ (%TBR2+/GFP+ cells: shCTR 17.82 ± 1.82, shPHF8 11.83 ± 1.18; *P* < 0.05; Fig. 6B k, n), suggesting a delay or blockade in differentiation.

**Figure 6:**
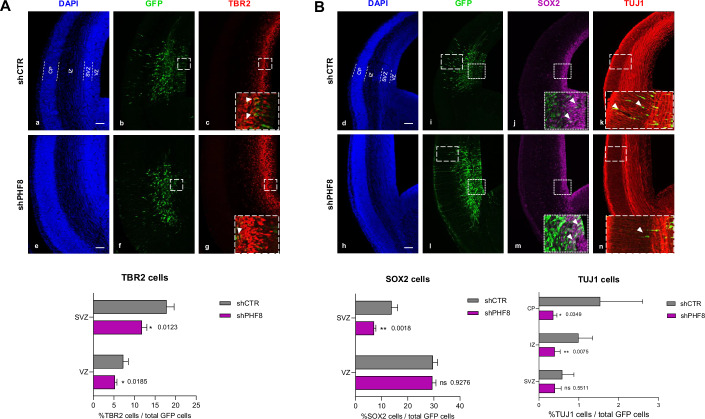
PHF8 depletion reduces mouse neurogenesis in vivo and impairs the differentiation of the neuronal outputs. (**A**, **B**) E14.5 mouse embryos were electroporated in utero (IUE) with either shCTR or shPHF8, along with GFP-expressing vector. After 48 h post-electroporation (PE), brains were dissected. Transverse sections were fixed and analyzed by immunostaining using antibodies specific to SOX2 (panels c, g) and TUJ1 (panels d, h) in (**A**) and TBR2 (panels k, n) in (**B**); and DAPI (panels a, e, i, l). Electroporated cells were visualized via GFP expression. Scale bar represents 100 μm. Quantification plots show the percentage of GFP-positive cells expressing each marker. Data represent the mean from four to twelve embryos were derived from three shCTR and four shPHF8 biologically independent experiments. Error bars represent mean ± SEM. ns not significant, two-tailed Mann–Whitney test. Scale bar, 100 µm. White arrows indicate GFP⁺ cells expressing the specific marker (SOX2, TBR2, or TUJ1). CP cortical plate, IZ intermediate zone, SVZ subventricular zone, VZ ventricular zone Source data are available online for this figure.

Most notably, the proportion of GFP+ cells expressing TUJ1 was dramatically reduced in both the intermediate zone (IZ) and the cortical plate (CP) in the shPHF8 condition compared to controls (%TUJ1+/GFP+IZ cells: shCTR 0,992 ± 0.36, shPHF8 0.4 ± 0.14; *P* < 0.05; %TUJ1+/GFP+CP cells: shCTR 1.54 ± 1.065, shPHF8 0.36± 0.093; *P* < 0.05; Fig. 6A, panels d, h). The reduction in TUJ1 cells indicated reduced neuronal production in shPHF8 condition, in agreement with the slower cell cycle re-entry observed in vitro.

To further investigate neuronal production rates, we administered a single pulse of EdU to the dams 34 h after IUE. To estimate the fraction of neurons generated under each condition, we quantified, at E16.5 (14 h post-EdU injection), the number of electroporated (mCherry^+^) EdU⁺ cells within the proliferative zones (VZ and SVZ) and the IZ. EdU⁺ cells in the VZ–SVZ correspond to dividing progenitors, whereas those in the IZ represent their most recent neuronal output. Quantification revealed that the leaving fraction (portion of cells exiting the cell cycle prior EdU administration) was significantly lower in the shPHF8 condition (Fig. EV3A–C), consistent with slower rates of cell cycle exit in PHF8-depleted progenitors (Fig. EV3A,B).

In a complementary experiment, we electroporated a reporter plasmid for DCX expression—an early marker of neuronal differentiation transiently expressed in migratory cortical neurons (Nacher et al, 2001). This analysis revealed that shPHF8-expressing cells failed to activate DCX expression, indicating a blockade in neuronal differentiation (Fig. EV3D–F). Together, these results suggest that PHF8 depletion does not induce aberrant neurogenesis, but rather impairs or delays the normal neuronal differentiation of the neurogenic output.

Taken together, our in vivo data identify PHF8 as a critical regulator of RGC proliferation and demonstrates its essential role in ensuring proper neuronal output during cortical development.

## Discussion

In this study, we demonstrate that the lysine demethylase PHF8 is essential for the transcriptional activation of the serine biosynthetic pathway. PHF8 is doing that by maintaining chromatin in a transcriptionally competent state at the promoters of key serine metabolic genes. Furthermore, we provide evidence that PHF8 acts as a key regulator linking serine availability, transcriptional regulation of its biosynthesis, and autophagy activation, directly impacting cell cycle progression and proliferation in NSCs, and plays a critical role in cortical neurogenesis. Our findings reveal an epigenetic mechanism governing amino acid metabolism and offer a molecular explanation for the functional and pathological role of PHF8 in neural development (Abidi et al, 2007; Koivisto et al, 2007; Laumonnier et al, 2005; Siderius et al, 1999).

Cell growth and proliferation rely on protein synthesis, a process that must be finely coordinated with nutrient availability, particularly amino acids (Zhu and Thompson, 2019). This regulation is especially critical during development when neural progenitors must expand to generate the appropriate number of nervous system cells. However, the mechanisms linking these cellular processes remain poorly understood. Our study suggests that PHF8 is a key factor in maintaining metabolic homeostasis. PHF8 promotes the transcriptional activation of serine biosynthesis genes under conditions of scarcity. The loss of PHF8 triggers a transcriptional program characterized by the repression of these genes and inhibition of autophagy, leading to decreased serine and other amino acids biosynthesis, DNA damage, and growth defects.

Previous studies have highlighted the role of the histone methyltransferase G9A (Ding et al, 2013), and the HDM KDM4C (Zhao et al, 2016) in activating the SBP by maintaining H3K9me1 levels. Our findings suggest that specific epigenetic modifications, H3K9me1 deposition and H4K20me1 demethylation, could work in coordination to regulate SBP gene expression. Therefore, we propose that PHF8-mediated H4K20me1 demethylation is an important regulatory link between amino acid sensing, autophagy, and cell proliferation in NSCs.

Moreover, we show that PHF8 requires NFIA, and to a lesser extent on ATF4, for the transcriptional activation of the serine biosynthetic pathway and the promotion of cell proliferation. NFIA, a nuclear factor with multiple regulatory functions, is directly regulated by PHF8 (Iacobucci et al, 2021), establishing a feedback loop that controls nutrient synthesis. Member of the NFI family play critical roles in embryogenesis, including neocortical, hippocampal, retinal, and cerebellar development (Clark et al, 2019; Harris et al, 2016; Piper et al, 2014). They are also essential for axon guidance, neuronal differentiation, and migration (Quist et al, 2022; Sagner et al, 2021; Santo et al, 2023; Tchieu et al, 2019), processes that PHF8 has also been shown to regulate (Asensio-Juan et al, 2012). Additionally, NFIA has been implicated in metabolic control, particularly in energy metabolism (Hiraike et al, 2023). Although the precise mechanistic details remain to be elucidated, our findings suggest that PHF8 and NFIA cooperate in amino acid sensing and metabolic regulation through a feedback loop that controls nutrient synthesis.

Mutations in PHF8 have been linked to Siderius-Hamel syndrome, an X-linked intellectual disorder (Abidi et al, 2007; Koivisto et al, 2007; Laumonnier et al, 2005; Siderius et al, 1999). However, its role in neural development remains incompletely understood. Our results highlight a crucial function of *Phf8* during neurogenesis and provide a molecular explanation by revealing an epigenetic mechanism that regulates amino acid metabolism. Disruption of this mechanism affects cell cycle progression and neural progenitor proliferation, ultimately impacting normal nervous system development. These findings suggest that some of the phenotypes observed in patients carrying *PHF8* mutations may result from metabolic alterations affecting early neural development. Furthermore, they raise the possibility that dietary interventions targeting serine availability could represent a potential therapeutic strategy for these patients.

Although our study highlights the metabolic consequences of PHF8 loss and their impact on proliferation and neurogenesis, we acknowledge that additional regulatory layers likely shape the observed phenotypes. Notably, genes governing cell cycle progression and cytoskeletal organization—previously linked to PHF8 function by our group and others (Asensio-Juan et al, 2012; Liu et al, 2010; Sun et al, 2015)—are consistently deregulated in our transcriptomic analyses. These changes, whether independent of or parallel to metabolic alterations, may substantially influence the final outcome. Thus, while we uncover for the first time a direct contribution of metabolic dysregulation to impaired neurogenesis and proliferation in vivo, this mechanism likely acts in concert with other pathways, reflecting the multifaceted nature of PHF8-dependent phenotypes.

Our work opens new avenues for investigating the contribution of PHF8 to cell proliferation and genomic stability in other cellular contexts. Notably, other highly proliferative cells, as cancer cells, exhibit increased activation of the serine-glycine biosynthetic pathway (Geeraerts et al, 2021; Locasale, 2013; Pan et al, 2021; Possemato et al, 2011; Sun et al, 2023; Yang and Vousden, 2016) to meet their growth demands (DeBerardinis et al, 2008). Given that PHF8 is overexpressed in various cancers, (Cheng et al, 2020; Fan et al, 2024; Liu et al, 2020; Liu et al, 2023; Lv et al, 2017; Shao et al, 2017; Tao et al, 2023; Wu et al, 2024; Ye et al, 2019) our findings suggest that this epigenetic regulator may play a key role in activating this pathway in both neural stem cells and tumor cells. By promoting the diversion of glycolytic carbon into macromolecule biosynthesis, PHF8 contributes to the generation of a metabolic microenvironment that supports cell proliferation.

In this and other contexts, PHF8 emerges as a critical regulator of cell proliferation, survival, and differentiation, with significant implications for both cancer and neurodevelopmental disorders. Understanding how PHF8 influences cellular metabolism will be instrumental in elucidating the crosstalk between development and disease and may offer novel therapeutic opportunities.

## Methods

**Table:** Reagents and tools table

Reagent/resource	Reference or source	Identifier or catalog number
**Experimental models**		
Mouse neural stem cells	Cerebral cortices of C57BL/6J mouse fetal brains (E12.5)	
Human HEK 293T		
**Recombinant DNA**		
pCMV-VSVG	IRB (Supek’s lab)	
pCMV-GAL-POL	IRB (Supek’s lab)	
pLKO.1-control	IRB	
pLKO.1-PHF8-1	IRB	
pLKO.1-PHF8-2	IRB	
pLKO.1-NFIA	IRB	
pLKO.1-ATF4	IRB	
pInducer-hPHF8	Cloned by Claudia Navarro	
**Antibodies**		
PHF8	Abcam	ab36068
H4K20me1	Abcam	ab9051
H3K9me2	Abcam	ab1220
H3K9me3	Abcam	ab8898
α-tubulin	Abcam	ab4074
p-H2A.X (Ser139) clone JBW301	Merck	05-636
IdU (BrdU)	BD Biosciences,	Cat n° 34758
CldU (BrdU)	Abcam	ab6326
LC3	MBL	PM036
SQSTM1	Progen	GP62-C
S6K	Cell Signaling	9202S
p-S6K (Thr389)	Cell Signaling	9234S
β-actin	Merck	A2228
TFEB	ProteinTech	13372-1-AP
GFP	AvesLabs	GFP-1010 #GFP3717982
SOX2	R&D Systems	AF2088
TBR2	Abcam	183991
TUJ1	Biolegend	801202
**Oligonucleotides and other sequence-based reagents**		
*Phf8*	This study. Sense primer: CCGCCCAACAAATGCTAATC Antisense primer: GAGGCAGGGTGTCTTCTATTT	Figs. 1B and 2F, G; Appendix Figs. S1B, C, S2B; Fig. EV2D
*Gapdh*	This study. Sense primer: GGAGAAACCTGCCAAGTATGA Antisense primer: CCTGTTGCTGTAGCCGTATT	
*Phf2*	This study Sense primer: CCCTGGAGTCTTTCTCACAC Antisense primer: CCGTTCCGATGGATCTTCAAG	Appendix Fig. S1B, C
*Kiaa17/18*	This study Sense primer: GAGCACAGAGGAAGAAGCTATT Antisense primer: CTCAGGCTGCCATTACTTATCT	Appendix Fig. S1B, C
*Phgdh*	This study Sense primer: GGGCATCCTAGTCATGAACAC Antisense primer: CCCATTTGCCATCTTTCATCG	Figs. 2F, G and EV2D; Appendix Figs. S2B and S5B
*Psat1*	This study Sense primer: GCTGCCACACTCGGTATTG Antisense primer: AGCTAGCAATTCCCTCACAAG	Figs. 2F, G and EV2D Appendix Figs. S2B and S5B
*Psph*	This study Sense primer: GATAGCACCGTCATCAGAGAAG Antisense primer: ATGAGGAACACCTGGACATTAC	Figs. 2F, G and EV2D Appendix Figs. S2B and S5B
*Pgk1*	This study Sense primer: GCCAAGTCCGTTGTCCTTAT Antisense primer: TCCCTTCCCTTCTTCCTCTAC	Fig. 2F
*Nfia*	This study Sense primer: CCTCCAACCACATCAACAGAAG Antisense primer: GTACCAGGACTGTGTCTGTTG	Fig. EV2D
*Kdm1a*	This study Sense primer: AACTATGTAGCTGATCTTGGCG Antisense primer: CATTGGCTTCATAAAGTGGGC	Fig. EV2D
*Glud1*	This study Sense primer: GAACTATTCCTGTGGTCCCC Antisense primer: GTTATACTTCATGGCTGTGCG	Appendix Fig. S2B
*Gpt2*	This study Sense primer: GGCAGCTCAGTCCCATAAAAT Antisense primer: CTTGGGAGGGTCTGGCTC	Appendix Fig. S2B
*Idh1*	This study Sense primer: AGTGACAGGCTGGGTAAAAC Antisense primer: CACCTTCTGAGTTCCATCTTTTG	Appendix Fig. S2B
*Pten*	This study Sense primer: CTGCCAGCTAAAGGTGAAGATA Antisense primer: TCCTCTGGTCCTGGTATGAA	Appendix Fig. S2B
*Mitf*	This study Sense primer: AGTGAGTGCCCAGGTATGA Antisense primer: GACAGGAGTTGCTGATGGTAAG	Appendix Fig. S2B
*Atf4*	This study Sense primer: ACCTTCGAGTTAAGCACATTCC Antisense primer: CTGTTCAGGAAGCTCATCTCG	Appendix Fig. S5B
*Phgdh* TSS	This study Sense primer: TGCTAGAGTCAGGCCTTAGA Antisense primer: AAAATGTGTGGGAGGCTCTG	Appendix Fig. S3B
*Glud1* TSS	This study Sense primer: GCCGAAGTCCGTCCT Antisense primer: CTGCTTGTCTGGCTGT	Appendix Fig. S3B
*E2f4* TSS	This study Sense primer: GGAGTTGCACCAGATACCC Antisense primer: AACTTGGTGGTGAGAAGTCC	Appendix Fig. S3B
*Prcc* TSS	This study Sense primer: CTACCTCCGGGAACTCA Antisense primer: CTTTACGCCACCTTTAGACT	Appendix Fig. S3B
**Chemicals, enzymes and other reagents**		
Doxycycline	Merck	324385
Puromycin	Merck	P8833
G418	Merck	345810
Concanamycin A	Merck	C9705
CBR-5884	MedChemExpress	HY-100012
**Software**		
**Other**		

### Cell culture

Mouse neural stem cells (NSCs) were isolated from the cerebral cortices of C57BL/6J mouse fetal brains (E12.5) and cultured in dishes pre-coated with poly-D-lysine (5 µg/ml, 2 h at 37 °C) and laminin (5 µg/ml, 6 h at 37 °C), following previously established protocols (Currle et al, 2007). NSCs were maintained in a medium consisting of equal parts of DMEM/F12 (without Phenol Red, Gibco) and Neurobasal medium (Gibco), supplemented with Penicillin/Streptomycin (5%), Glutamax (1%), N2 and B27 supplements (Gibco), sodium pyruvate (1 mM), non-essential amino acids (0.1 mM), Heparin (2 mg/l), Hepes (5 mM), bovine serum albumin (25 mg/l), and β-mercaptoethanol (0.01 mM), as described previously (Estaras et al, 2012). Fresh recombinant human epidermal growth factor (EGF) (R&D Systems) and fibroblast growth factor (FGF) (Invitrogen) were added to the medium at final concentrations of 20 ng/ml and 10 ng/ml, respectively. Under these conditions, NSCs maintain their capacity for self-renewal and differentiation into various neural cell types (Currle et al, 2007; Pollard et al, 2006).

Human HEK 293T and HeLa cells were cultured under standard conditions (Sanchez-Molina et al, 2014), in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum and 1% Penicillin/Streptomycin.

Cells were maintained in incubators at 37 °C, with a partial CO_2_ pressure of 5%. The cell lines were recently authenticated and frequently tested for mycoplasma contamination.

### Mice and ethics

Wild-type (WT) C57BL/6JRccHsd mice (Envigo Laboratories, formerly Harlan, Indianapolis, USA) were used in all experiments. The morning of vaginal plug appearance was designated as embryonic day 0.5 (E 0.5). Animals were housed and maintained following the guidelines from the European Union Council Directive (86/609/European Economic Community). All procedures for handling and sacrificing animals adhered to relevant ethical regulations for animal testing and research. The experiments were performed under the European Commission guidelines (2010/63/EU) and were approved by the CSIC and the Community of Madrid Ethics Committees on Animal Experimentation, in compliance with both national legislation and the European Union Council Directive (86/609/European Economic Community).

### In utero electroporation (IUE)

In utero electroporation was performed as previously described (Briz et al, 2017). Two pregnant C57BL/6J (wild-type) mice (Charles River Laboratories) were anesthetized with isoflurane/oxygen. At embryonic stage E14.5, embryos were injected into the lateral ventricle using a 30-mm pulled glass micropipette, with a plasmid solution (1 μg/μl) containing pCAG-GFP (Addgene #11150) along with either control shRNA (shCTR) or PHF8-targeting shRNA (shPHF8). Five voltage pulses (36 mV, 50 ms) were applied with platinum tweezer-type electrodes (Sonidel Limited, #CUY650P5) oriented to target the somatosensory cortex. Brains were collected 48 h later (at E16.5) and fixed in 4% paraformaldehyde (PFA) for subsequent immunohistochemical analysis.

### EdU injection and analysis

Pregnant dams were intraperitoneally injected with the thymidine analog, 5-Ethynyl-2’-deoxyuridine (EdU) (*Merk* cat. 900584), (50 mg/kg body weight), 34 h after IUE at E14.5, using a 30G needle. Brains were collected at E16.5, sectioned, and processed for EdU detection using the Click-It Alexa Fluor imaging kit (Thermo Fisher Scientific, cat. C-10337 and C-10340), following the manufacturer’s instructions. To estimate the rate of cell cycle exit in EdU experiments, we calculated the proportion of EdU-negative cells among electroporated cells. These EdU-negative cells correspond to progenitors that were not in S-phase during the EdU pulse and have therefore diluted the EdU signal through subsequent cell divisions.

### Primary antibodies and reagents

Antibodies used were anti: PHF8 (Abcam, ab36068), H4K20me1 (Abcam, ab9051), H3K9me2 (Abcam, ab1220), H3K9me3 (Abcam, ab8898), NFIA (Abcam, ab 228897), ULK1 (Cell Signaling, #8054), p-ULK1 (ser 757) (Cell Signaling, #6888), alpha TUBULIN (Abcam, ab4074), p-H2A.X (Ser139) clone JBW301 (Merck, 05-636), IdU (BD biosciences, Cat n° 34758), CldU (Abcam, ab6326), LC3 (MBL, PM036), SQSTM1 (Progen, GP62-C), S6K (Cell Signaling, #9202S), p-S6K (thr389) (Cell Signaling, #9234), B-actin (Merck, A2228), TFEB (ProteinTech, 13372-1-AP), GFP (AvesLabs GFP-1010), SOX2 (R&D Systems AF2088), TBR2 (Abcam 183991), TUJ1 (Biolegend 801202), DAPI (Thermo Fisher, D1306), and DCX (Millipore, 324385) was used at 1 µg/ml.

### Plasmids

The previously described lentiviral vectors were either obtained from Sigma or cloned into the pLKO.1 puro vector using AgeI and EcoRI restriction sites, with target sequences indicated in brackets: pLKO-random (CAACAAGATGAAGAGCACC) and pLKO-PHF8 (GCAGGTAAATGGGAGAGGTT), pLKO-PHF8-2 (GCAAGATGAAACTCGGTGATT), pLKO-mNFIA (GCGCAGTTACAACTTCACTAT), and pLKO-ATF4 (CCAGAGCATTCCTTTAGTTTA). The pInducer vector expressing PHF8 WT has been reported previously (Iacobucci et al, 2021) and was induced by the addition of doxycycline (1 µg/ml). The pCMV-GFP plasmid (Addgene #11153) was used as a transfection control. The CAG-mCherry construct was a gift from Jordan Green (Addgene plasmid #108685; http://n2t.net/addgene:108685; RRID:Addgene_108685) (Mishra et al, 2019). The pCAG-GFP plasmid was a gift from Connie Cepko (Addgene plasmid #11150; http://n2t.net/addgene:11150; RRID:Addgene_11150) (Matsuda and Cepko, 2004). The Dcx promoter reporter plasmid (Dcx-mCherry) was kindly provided by Qiang Lu (Wang et al, 2007).

### Lentiviral transduction

Lentiviral transduction was carried out as previously described (Asensio-Juan et al, 2017). In brief, HEK 293T cells were transfected with calcium phosphate and a mixture of shRNA transfer vector DNAs, packaging and envelope plasmids (6, 4.5, and 1.5 µg, respectively). After 24–72 h, the medium was collected, and viral particles were concentrated by ultracentrifugation (26,000 rpm, 2 h, at 4 °C). The concentrated viral particles were then used to transduce NSCs. After 24 h, cells were subjected to selection using puromycin (2 µg/ml) for pLKO.1 vectors and neomycin (600 µg/ml) for pInducer vectors. Following selection, between 99–100% of the cells expressed the shRNA.

### Proliferation assay

Cells were seeded in a 12-well plate and counted in triplicate at 0, 24, 48, and 72 h using the Invitrogen Countess II automated cell counter.

### Cell cycle analysis

Cells were incubated with BrdU for 30 min. Following BrdU labeling, cells were trypsinized and fixed in 70% ethanol overnight at −20 °C. After washing, DNA was denatured with 2 M HCl in PBS containing 0.1% (v/v) Triton X-100 for 70 min. The acid solution was neutralized using 0.1 M sodium borate buffer (Na₂B₄O₇·10H₂O, pH 8.5). Cells were then blocked with 3% BSA in PBS-T [0.05% (v/v) Tween-20]. Primary antibodies—anti-BrdU (Abcam, ab6326; 1:500) and anti-MPM2 (Mitotic Protein Monoclonal 2) (Millipore, 05-368; 1:1000)—were incubated for 1 h at room temperature. Secondary antibodies—Rat Alexa Fluor 488-conjugated (1:500), and Mouse Alexa Fluor 647-conjugated (1:1000)—were incubated for an additional 1 h at room temperature. Finally, cells were washed and resuspended in a commercial propidium iodide (PI) solution (BD Pharmingen™ PI/RNase Staining Buffer, 550825). Stained cells were analyzed using a CytoFLEX flow cytometer, and data were processed with CytExpert 2.6 software (Beckman Coulter, Inc.).

### Indirect immunofluorescence and quantification

Immunofluorescence assays were performed as previously described (Sanchez-Molina et al, 2014). Cells were fixed in PFA for 20 min and subsequently permeabilized with methanol for 10 min. Blocking was carried out at room temperature for 1 h using 5% bovine serum albumin (BSA) in PBS containing 0.1% Triton X-100. Primary antibodies were diluted in 5% BSA and incubated with the cells for 1 h at room temperature. After washing, cells were incubated for an additional hour at room temperature with Alexa Fluor-conjugated secondary antibodies (1:10,000) (also diluted in 5% BSA) along with 0.1 ηg/μl DAPI (Sigma) for nuclear staining. Coverslips were then mounted using ProLong™ Glass Antifade Mountant (Invitrogen). Images were acquired using a Zeiss LSM780 confocal microscope and analyzed with ImageJ software. Two distinct quantification methods were applied depending on the experimental context. For histone modifications and γ-H2AX, fluorescence intensity per cell was quantified using ImageJ software. Corrected cellular fluorescence was calculated using the formula: Integrated density/area of the selected cell. For the analysis of the autophagic marker LC3, LC3-I expression was assessed by calculating the total integrated fluorescence intensity normalized to the area of the selected cell (Integrated density/area). LC3-II was used as an indicator of autophagic vesicles (AVs).

The number of AVs was quantified by counting the fluorescent LC3-II foci per cell, while the size of each autophagic vesicle was determined by measuring the area of individual foci using ImageJ software.

### Mouse embryo cortex indirect immunofluorescence

Brains were fixed overnight in 4% PFA, then post-fixed in 0.4% PFA for 72 h, and finally stored in 1X PBS at 4 °C. Then, brains were embedded in 2% agarose, and 80-μm-thick sections were obtained using a Leica VT1000S vibratome (Leica Biosystems). Sections were stored at –20 °C in cryoprotective solution (1X PBS containing 30% glycerol and 30% ethylene PBS).

For immunohistochemistry, sections were permeabilized in 0.5% Triton X-100 in PBS for 30 min and then blocked for 1 h at room temperature in 10% fetal bovine serum (FBS) in PBS with 0.5% Triton X-100. Primary antibodies were diluted in 5% FBS with 0.5% Triton X-100 and 1:1000 sodium azide, and incubated for 48 h at 4 °C. After washing, sections were incubated for 1 h at room temperature with Alexa Fluor-conjugated secondary antibodies diluted in 0.5% FBS, together with DAPI (0.1 ηg/μl, Sigma) for nuclear staining. For SOX2 detection, an antibody amplification step was included, involving incubation with a biotinylated secondary antibody prior to fluorophore-conjugated streptavidin staining to enhance signal visualization

### RNA extraction and qPCR

RNA was extracted using TRIZOL reagent (Life Technologies) according to the manufacturer’s instructions. Reverse transcription was carried out with 500 ng of RNA using the high-capacity cDNA Reverse Transcription Kit (Life Technologies). qPCR was performed with SYBR Green (Roche) on a QuantStudio5 Real-Time PCR System (Applied Biosystems).

### Protein extraction and Western blot

Total protein extraction was performed using RIPA buffer (50 mM Tris-HCl pH 8, 1 mM EDTA, 0.5 mM EGTA, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 150 mM NaCl, and protease inhibitors). Immunoblotting was carried out following standard SDS-PAGE procedures, followed by transfer to a nitrocellulose membrane (Cytiva, 10600018) in a semi-dry transfer device (Bio-Rad). Membranes were blocked for 1 h at room temperature with 5% BSA in TBS-T (Tris-buffered saline containing 0.1% Tween-20) before overnight incubation at 4 °C with primary antibodies in 5% BSA in TBS-T. After washing, the membranes were incubated for 1 h at room temperature with the corresponding secondary antibodies (Invitrogen: Anti-mouse A16072, Anti-rabbit A16104 and Anti-guinea pig A18769) in 5% BSA in TBS-T. Finally, the bands were detected with the Chemidoc Imaging System (Bio-Rad) using an enhanced chemiluminescence kit (Cytiva, RPN2236). Immunoblot relative quantification was performed using Image Lab software (Bio-Rad).

### ChIP-seq procedure and analysis

ChIP assays were performed as previously described (Fueyo et al, 2018) with modifications. A total of 5 × 10⁶ NSCs were cross-linked using 0.4% Cross-link Gold (Diagenode, C01019027) in PBS for 30 min, followed by fixation with 1% methanol-free formaldehyde for 10 min. The cross-linking reaction was stopped by incubating the cells with 0.125 mM glycine for 10 min. Subsequently, cells were sequentially lysed using three different lysis buffers: lysis buffer 1 (50 mM HEPES, 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.5% NP-40, and 0.25% Triton X-100), lysis buffer 2 (10 mM Tris, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA), and lysis buffer 3 (10 mM Tris, 100 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, 0.1% sodium deoxycholate, and 0.5% N-lauroylsarcosine). Chromatin was fragmented using a Bioruptor sonicator (Diagenode) prior to immunoprecipitation. Primary antibody (Abcam, ab9051) was used for immunoprecipitation. The resulting chromatin–antibody complexes were captured using magnetic beads (Magna ChIP™ Protein A Magnetic Beads, Millipore, 16-661). Following decrosslinking, DNA was then purified by phenol-chloroform extraction and ethanol precipitation.

Raw data quality control and processing were performed by BGI Genomics. Clean reads were aligned to the mouse reference genome (mm10) using SOAPaligner/SOAP2 (v2.21t), allowing up to two mismatches. SOAP2 is a high-speed aligner optimized for short-read sequences generated by platforms such as the Illumina Genome Analyzer.

Peak calling was performed using SICER2, a tool designed to detect broad enrichment regions typical of histone modifications like H4K20me1. SICER segments the genome into windows, scores read enrichment using a Poisson distribution, and identifies clusters of enriched signal (“islands”), allowing adjustable gaps to account for variability in ChIP-seq data. For genome-wide signal quantification and comparison, the genome was divided into 30 kb non-overlapping bins, and changes in ChIP-seq signal were analyzed by comparing enrichment levels in each bin between conditions, identifying upregulated and downregulated regions accordingly.

The pipeline used to analyze ChIP-seq data has been uploaded to GitHub https://github.com/ClinicalTranslationalBioinformatics/artes_et_al_2025

To visualize ChIP-seq data, we used the Integrative Genomics Viewer (IGV) v2.13.2.

### Assay for transposase-accessible chromatin (ATAC-seq) procedure

ATAC-seq was performed as previously described (Buenrostro et al, 2013) with some modifications. In brief, 3.2 × 10^6^ cells were scraped and resuspended in RBS buffer (10 mM Tris-HCl, pH 7.4; 10 mM NaCl; 3 mM MgCl_2_), followed by the addition of 0.1% Igepal CA-630 for cell lysis. After this, 50,000 nuclei underwent a transposition reaction using the Tn5 Transposase enzyme and buffer kits (Illumina, FC-121-1030). Immediately after transposition, DNA was purified using the Qiagen MinElute PCR Purification Kit (Qiagen, 28004). For library construction, the Nextera DNA Library Prep Kit (FC-121-1030) was used, along with unique dual index barcodes for each sample and NEBNext High-Fidelity 2x PCR Master Mix (New England Lab, M0541). To minimize GC and size bias during PCR, amplification was monitored using a side qPCR to terminate the reaction before saturation. Size selection was performed using Ampure XP beads (Beckman Coulter, A63880). Libraries were then pair-end sequenced on the NextSeq2000, generating approximately 50 M reads per sample. Data quality control and processing were conducted using the nf-core and ENCODE ATAC-seq pipeline. Paired-end reads were aligned to the mouse mm10 reference genome using Bowtie2 (v2.3.5.1) (Langmead and Salzberg, 2012) with the “--very-sensitive-local” mode. SAMtools (v1.9) (Li et al, 2009) was used to filter out low-quality reads using flag 1796, remove reads mapped to the mitochondrial chromosome, and discard those with a MAPQ score below 20. The resulting BAM files were sorted, and deepTools (Ramirez et al, 2016) was used to generate counts per million (CPM) normalized signal tracks (bamCoverage --samFlagInclude 64 --normalizeUsing CPM) in bedGraph and bigWig formats.

### RNA-seq procedure

Total RNA was extracted from two biologically independent samples using the High Pure RNA Isolation Kit (Roche), followed by DNase I treatment to eliminate genomic DNA contamination. RNA-seq libraries were prepared using the TruSeq Stranded Total RNA Sample Preparation Kit in combination with the Ribo-Zero Human/Mouse/Rat Kit (Illumina, RS-122-2201/2), following the manufacturer’s protocol. In brief, 500 ng of total RNA was subjected to ribosomal RNA depletion, followed by fragmentation for 4.5 min. The remaining steps of library preparation were carried out according to the manufacturer’s instructions. Final libraries were assessed using the Agilent DNA 1000 chip to evaluate concentration and fragment size distribution. Quantification was performed by qPCR using the KAPA Library Quantification Kit (Roche, 07960204001), prior to cluster generation with the Illumina cBot system. The qualified libraries were sequenced pair end on the BGISEQ-500/ MGISEQ-2000 System (BGI-Shenzhen, China).

### RNA-seq data analysis

RNA-seq analysis was performed by BGI-Shenzhen. Clean reads were mapped to the reference transcriptome using Bowtie2 v2.2.5 with the parameters -q --sensitive --dpad 0 --gbar 99999999 --mp 1,1 --np 1 --score-min L,0,-0.1 -p 16 -k 200 (Langmead and Salzberg, 2012). Gene expression levels were quantified using RSEM v1.2.8 (-p 8 --forward-prob 0 --paired-end) (Li and Dewey, 2011). Differential gene expression analysis was performed with DESeq2 using the negative binomial distribution model, and genes with an adjusted *p* value (*q* value) ≤0.05 were considered significant (Love et al, 2014). Hierarchical clustering of differentially expressed genes was performed using the R package pheatmap (default parameters). All analyses were performed with default settings unless otherwise specified.

### Metabolomics

For each experimental condition, 1.8 × 10⁶ cells were processed in triplicate for metabolite extraction. To isolate intracellular metabolites, cells were first rinsed with ice-cold 150 mM ammonium acetate (pH 7.4), followed by quenching in 1 mL of cold 80% methanol in water. An internal standard, 1 nmol of D/L-norvaline, was added to each sample. The cell suspensions were incubated at −80 °C for 60 min to ensure effective quenching and protein precipitation. Cells were then scraped, transferred to Eppendorf tubes, and vortexed for 10 s. The samples were centrifuged at 16,000×*g* for 15 min at 4 °C. Supernatants were collected, transferred to glass vials, and dried under vacuum. Metabolite analysis and quantification were performed by the UCLA Metabolomics Center (USA). Dried metabolites were reconstituted in 100 µL 50% (v/v) acetonitrile (ACN) and dH_2_O solution. After centrifugation for 10 min at 17,000×*g*, 70 µL of supernatant was transferred to HPLC glass vials, and 10 µL of these metabolite solutions were injected per analysis. Metabolites were separated by liquid chromatography (Vanquish, Thermo Fisher Scientific, Waltham, MA, USA) and coupled to a mass spectrometer (Q-Exactive, Thermo Fisher Scientific, Waltham, MA, USA) to obtain ion chromatograms. Peaks were aligned among all samples and assigned identities using exact mass and retention time based on our in-house database. Peaks were quantified by area under the curve integration and normalized by the measured area of the internal standard norvaline. Metabolite abundance was normalized per μg of protein content per metabolite extraction.

### DNA fiber assay

NSCs were sequentially pulse-labeled with CldU and IdU to monitor DNA replication dynamics. After harvesting, DNA fiber spreads were prepared following established protocols (Henry-Mowatt et al, 2003). CldU and IdU incorporation were detected by sequential immunostaining using anti-BrdU antibodies specific for each analog, followed by Alexa Fluor-conjugated secondary antibodies. Fibers were imaged using a Leica AF6000 microscope with a 40x objective. ImageJ software was used for the quantification of replication structures. Restarted forks (fibers labeled with both CldU and IdU), stalled forks (CldU only), and new origins (IdU only) were counted. Additionally, the length of IdU-labeled tracks (visualized with AlexaFluor 488) was measured.

### Gene set overlap analysis

To assess the likelihood of observing an overlap of 614 genes between the 2946 genes downregulated in the PHF8 RNA-seq dataset and the 2408 genes downregulated in the NFIA RNA-seq dataset by chance, we generated a random distribution of overlap values. This was done by comparing the 2946 gene list with 10,000 random samples of 2408 genes each. Specifically, we drew 10,000 random samples from the 21,810 mouse genes annotated in Ensembl (GRCm39), computed the overlaps, and constructed the resulting empirical distribution (Fig. EV2E).

### Statistical analysis

Quantitative data were expressed as mean ± standard deviation (SD) and as standard error of the mean (SEM). Differences between the two groups were analyzed using the unpaired Student’s *t*-test. For nonparametric data, the Wilcoxon signed-rank test or the Mann–Whitney *U*-test was used, depending on the requirements of the analysis. For comparisons involving three or more groups, two-way ANOVA was applied. Asterisks indicate the corresponding p-values, which were calculated using GraphPad Prism 8. The experiments were conducted blindly.

## Supplementary information

Appendix

Peer Review File

Source data Fig. 1

Source data Fig. 2

Source data Fig. 4

Source data Fig. 5

Source data Fig. 6

EV Figures Source Data

Expanded View Figures

## Data Availability

All sequenced data have been deposited in the GEO database under the super series GSE296528. ChIP-seq data have been deposited in the GEO database under the accession GSM8972159, GSM8972160, GSM8972161, GSM8972162, GSM8972163, GSM8972164. RNA-seq data have been deposited in the GEO database under the accession GSM9329339, GSM9329340, GSM9329341, GSM9329342, GSM9329343, GSM9329344. ATAC-seq data have been deposited in the GEO database under the accession GSM8972165, GSM8972166, GSM8972167. H3K9me3 ChIP-seq data have been deposited in the GEO database under the super series GSE311637. accession GSM9328548, GSM9328549, GSM9328550, GSM9328551, GSM9328552, GSM9328553.

## References

[CR1] Abidi FE, Miano MG, Murray JC, Schwartz CE (2007) A novel mutation in the PHF8 gene is associated with X-linked mental retardation with cleft lip/cleft palate. Clin Genet 72:19–2217594395 10.1111/j.1399-0004.2007.00817.xPMC2570350

[CR2] Asensio-Juan E, Fueyo R, Pappa S, Iacobucci S, Badosa C, Lois S, Balada M, Bosch-Presegue L, Vaquero A, Gutierrez S et al (2017) The histone demethylase PHF8 is a molecular safeguard of the IFNgamma response. Nucleic Acids Res 45:3800–381128100697 10.1093/nar/gkw1346PMC5397186

[CR3] Asensio-Juan E, Gallego C, Martinez-Balbas MA (2012) The histone demethylase PHF8 is essential for cytoskeleton dynamics. Nucleic Acids Res 40:9429–944022850744 10.1093/nar/gks716PMC3479184

[CR4] Boon R, Silveira GG, Mostoslavsky R (2020) Nuclear metabolism and the regulation of the epigenome. Nat Metab 2:1190–120333046909 10.1038/s42255-020-00285-4

[CR5] Briz CG, Navarrete M, Esteban JA, Nieto M (2017) In utero electroporation approaches to study the excitability of neuronal subpopulations and single-cell connectivity. J Vis Exp 15:5513910.3791/55139PMC540932028287556

[CR6] Buenrostro JD, Giresi PG, Zaba LC, Chang HY, Greenleaf WJ (2013) Transposition of native chromatin for fast and sensitive epigenomic profiling of open chromatin, DNA-binding proteins and nucleosome position. Nat Methods 10:1213–121824097267 10.1038/nmeth.2688PMC3959825

[CR7] Chen X, Wang S, Zhou Y, Han Y, Li S, Xu Q, Xu L, Zhu Z, Deng Y, Yu L et al (2018) Phf8 histone demethylase deficiency causes cognitive impairments through the mTOR pathway. Nat Commun 9:11429317619 10.1038/s41467-017-02531-yPMC5760733

[CR8] Cheng Y, Liu N, Yang C, Jiang J, Zhao J, Zhao G, Chen F, Zhao H, Li Y (2020) MicroRNA-383 inhibits proliferation, migration, and invasion in hepatocellular carcinoma cells by targeting PHF8. Mol Genet Genomic Med 8:e127232441881 10.1002/mgg3.1272PMC7434733

[CR9] Clark BS, Stein-O’Brien GL, Shiau F, Cannon GH, Davis-Marcisak E, Sherman T, Santiago CP, Hoang TV, Rajaii F, James-Esposito RE et al (2019) Single-cell RNA-seq analysis of retinal development identifies NFI factors as regulating mitotic exit and late-born cell specification. Neuron 102:1111–1126 e111531128945 10.1016/j.neuron.2019.04.010PMC6768831

[CR10] Currle DS, Hu JS, Kolski-Andreaco A, Monuki ES (2007) Culture of mouse neural stem cell precursors. J Vis Exp 25:15210.3791/152PMC253293818830426

[CR11] Dai Z, Ramesh V, Locasale JW (2020) The evolving metabolic landscape of chromatin biology and epigenetics. Nat Rev Genet 21:737–75332908249 10.1038/s41576-020-0270-8PMC8059378

[CR12] DeBerardinis RJ, Lum JJ, Hatzivassiliou G, Thompson CB (2008) The biology of cancer: metabolic reprogramming fuels cell growth and proliferation. Cell Metab 7:11–2018177721 10.1016/j.cmet.2007.10.002

[CR13] Di Bella DJ, Habibi E, Stickels RR, Scalia G, Brown J, Yadollahpour P, Yang SM, Abbate C, Biancalani T, Macosko EZ, Chen F, Regev A, Arlotta P (2021) Gene expression omnibus: GSE153164 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE153164

[CR14] Di Bella DJ, Habibi E, Stickels RR, Scalia G, Brown J, Yadollahpour P, Yang SM, Abbate C, Biancalani T, Macosko EZ, Chen F, Regev A, Arlotta P (2021) Molecular logic of cellular diversification in the mouse cerebral cortex. Nature 595:554–55934163074 10.1038/s41586-021-03670-5PMC9006333

[CR15] Ding J, Li T, Wang X, Zhao E, Choi JH, Yang L, Zha Y, Dong Z, Huang S, Asara JM et al (2013) The histone H3 methyltransferase G9A epigenetically activates the serine-glycine synthesis pathway to sustain cancer cell survival and proliferation. Cell Metab 18:896–90724315373 10.1016/j.cmet.2013.11.004PMC3878056

[CR16] Estaras C, Akizu N, Garcia A, Beltran S, de la Cruz X, Martinez-Balbas MA (2012) Genome-wide analysis reveals that Smad3 and JMJD3 HDM co-activate the neural developmental program. Development 139:2681–269122782721 10.1242/dev.078345

[CR17] Falkenberg KD, Rohlenova K, Luo Y, Carmeliet P (2019) The metabolic engine of endothelial cells. Nat Metab 1:937–94632694836 10.1038/s42255-019-0117-9

[CR18] Fan T, Xie J, Huang G, Li L, Zeng X, Tao Q (2024) PHF8/KDM7B: a versatile histone demethylase and epigenetic modifier in nervous system disease and cancers. Epigenomes 8:3639311138 10.3390/epigenomes8030036PMC11417953

[CR19] Fortschegger K, de Graaf P, Outchkourov NS, van Schaik FM, Timmers HT, Shiekhattar R (2010) PHF8 targets histone methylation and RNA polymerase II to activate transcription. Mol Cell Biol 30:3286–329820421419 10.1128/MCB.01520-09PMC2897584

[CR20] Fueyo R, Iacobucci S, Pappa S, Estaras C, Lois S, Vicioso-Mantis M, Navarro C, Cruz-Molina S, Reyes JC, Rada-Iglesias A et al (2018) Lineage specific transcription factors and epigenetic regulators mediate TGFbeta-dependent enhancer activation. Nucleic Acids Res 46:3351–336529438503 10.1093/nar/gky093PMC5909450

[CR21] Geeraerts SL, Heylen E, De Keersmaecker K, Kampen KR (2021) The ins and outs of serine and glycine metabolism in cancer. Nat Metab 3:131–14133510397 10.1038/s42255-020-00329-9

[CR22] Hamalainen RH, Landoni JC, Ahlqvist KJ, Goffart S, Ryytty S, Rahman MO, Brilhante V, Icay K, Hautaniemi S, Wang L et al (2019) Defects in mtDNA replication challenge nuclear genome stability through nucleotide depletion and provide a unifying mechanism for mouse progerias. Nat Metab 1:958–96532694840 10.1038/s42255-019-0120-1

[CR23] Harris L, Zalucki O, Gobius I, McDonald H, Osinki J, Harvey TJ, Essebier A, Vidovic D, Gladwyn-Ng I, Burne TH et al (2016) Transcriptional regulation of intermediate progenitor cell generation during hippocampal development. Development 143:4620–463027965439 10.1242/dev.140681PMC5201028

[CR24] Haws SA, Leech CM, Denu JM (2020) Metabolism and the epigenome: a dynamic relationship. Trends Biochem Sci 45:731–74732387193 10.1016/j.tibs.2020.04.002PMC8477637

[CR25] He C (2022) Balancing nutrient and energy demand and supply via autophagy. Curr Biol 32:R684–R69635728554 10.1016/j.cub.2022.04.071PMC9652773

[CR26] Henry-Mowatt J, Jackson D, Masson JY, Johnson PA, Clements PM, Benson FE, Thompson LH, Takeda S, West SC, Caldecott KW (2003) XRCC3 and Rad51 modulate replication fork progression on damaged vertebrate chromosomes. Mol Cell 11:1109–111712718895 10.1016/s1097-2765(03)00132-1

[CR27] Hiraike Y, Saito K, Oguchi M, Wada T, Toda G, Tsutsumi S, Bando K, Sagawa J, Nagano G, Ohno H et al (2023) NFIA in adipocytes reciprocally regulates mitochondrial and inflammatory gene program to improve glucose homeostasis. Proc Natl Acad Sci USA 120:e230875012037487068 10.1073/pnas.2308750120PMC10401007

[CR28] Horton JR, Upadhyay AK, Qi HH, Zhang X, Shi Y, Cheng X (2010) Enzymatic and structural insights for substrate specificity of a family of jumonji histone lysine demethylases. Nat Struct Mol Biol 17:38–4320023638 10.1038/nsmb.1753PMC2849977

[CR29] Iacobucci S, Padilla N, Gabrielli M, Navarro C, Lombardi M, Vicioso-Mantis M, Verderio C, de la Cruz X, Martinez-Balbas MA (2021) The histone demethylase PHF8 regulates astrocyte differentiation and function. Development 148:dev19495134081130 10.1242/dev.194951

[CR30] Intlekofer AM, Finley LWS (2019) Metabolic signatures of cancer cells and stem cells. Nat Metab 1:177–18831245788 10.1038/s42255-019-0032-0PMC6594714

[CR31] Kleine-Kohlbrecher D, Christensen J, Vandamme J, Abarrategui I, Bak M, Tommerup N, Shi X, Gozani O, Rappsilber J, Salcini AE et al (2010) A functional link between the histone demethylase PHF8 and the transcription factor ZNF711 in X-linked mental retardation. Mol Cell 38:165–17820346720 10.1016/j.molcel.2010.03.002PMC2989439

[CR32] Klionsky DJ, Abeliovich H, Agostinis P, Agrawal DK, Aliev G, Askew DS, Baba M, Baehrecke EH, Bahr BA, Ballabio A et al (2008) Guidelines for the use and interpretation of assays for monitoring autophagy in higher eukaryotes. Autophagy 4:151–17518188003 10.4161/auto.5338PMC2654259

[CR33] Koivisto AM, Ala-Mello S, Lemmela S, Komu HA, Rautio J, Jarvela I (2007) Screening of mutations in the PHF8 gene and identification of a novel mutation in a Finnish family with XLMR and cleft lip/cleft palate. Clin Genet 72:145–14917661819 10.1111/j.1399-0004.2007.00836.x

[CR34] Langmead B, Salzberg SL (2012) Fast gapped-read alignment with Bowtie 2. Nat Methods 9:357–35922388286 10.1038/nmeth.1923PMC3322381

[CR35] Laumonnier F, Holbert S, Ronce N, Faravelli F, Lenzner S, Schwartz CE, Lespinasse J, Van Esch H, Lacombe D, Goizet C et al (2005) Mutations in PHF8 are associated with X linked mental retardation and cleft lip/cleft palate. J Med Genet 42:780–78616199551 10.1136/jmg.2004.029439PMC1735927

[CR36] Li B, Dewey CN (2011) RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. BMC Bioinformatics 12:32321816040 10.1186/1471-2105-12-323PMC3163565

[CR37] Li H, Handsaker B, Wysoker A, Fennell T, Ruan J, Homer N, Marth G, Abecasis G, Durbin R, Genome Project Data Processing S (2009) The sequence alignment/map format and SAMtools. Bioinformatics 25:2078–207919505943 10.1093/bioinformatics/btp352PMC2723002

[CR38] Lim HJ, Dimova NV, Tan MK, Sigoillot FD, King RW, Shi Y (2013) The G2/M regulator histone demethylase PHF8 is targeted for degradation by the anaphase-promoting complex containing CDC20. Mol Cell Biol 33:4166–418023979597 10.1128/MCB.00689-13PMC3811896

[CR39] Liu Q, Borcherding NC, Shao P, Maina PK, Zhang W, Qi HH (2020) Contribution of synergism between PHF8 and HER2 signalling to breast cancer development and drug resistance. EBioMedicine 51:10261231923801 10.1016/j.ebiom.2019.102612PMC7000350

[CR40] Liu W, Tanasa B, Tyurina OV, Zhou TY, Gassmann R, Liu WT, Ohgi KA, Benner C, Garcia-Bassets I, Aggarwal AK et al (2010) PHF8 mediates histone H4 lysine 20 demethylation events involved in cell cycle progression. Nature 466:508–51220622854 10.1038/nature09272PMC3059551

[CR41] Liu Y, Hu L, Wu Z, Yuan K, Hong G, Lian Z, Feng J, Li N, Li D, Wong J et al (2023) Loss of PHF8 induces a viral mimicry response by activating endogenous retrotransposons. Nat Commun 14:422537454216 10.1038/s41467-023-39943-yPMC10349869

[CR42] Locasale JW (2013) Serine, glycine and one-carbon units: cancer metabolism in full circle. Nat Rev Cancer 13:572–58323822983 10.1038/nrc3557PMC3806315

[CR43] Loenarz C, Ge W, Coleman ML, Rose NR, Cooper CD, Klose RJ, Ratcliffe PJ, Schofield CJ (2010) PHF8, a gene associated with cleft lip/palate and mental retardation, encodes for an Nepsilon-dimethyl lysine demethylase. Hum Mol Genet 19:217–22219843542 10.1093/hmg/ddp480PMC4673897

[CR44] Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:55025516281 10.1186/s13059-014-0550-8PMC4302049

[CR45] Lv Y, Shi Y, Han Q, Dai G (2017) Histone demethylase PHF8 accelerates the progression of colorectal cancer and can be regulated by miR-488 in vitro. Mol Med Rep 16:4437–444428765946 10.3892/mmr.2017.7130PMC5647003

[CR76] Matsuda T, Cepko CL (2004) Electroporation and RNA interference in the rodent retina in vivo and in vitro. Proc Natl Acad Sci USA 101:16–2210.1073/pnas.2235688100PMC31413014603031

[CR77] Mishra B, Wilson DR, Sripathi SR, Suprenant MP, Rui Y, Wahlin KJ, Berlinicke CA, Green JJ, Zack DJ (2019) A combinatorial library of biodegradable polyesters enables non-viral gene delivery to post-mitotic human stem cell-derived polarized RPE monolayers. Regen Eng Transl Med 6:273–28510.1007/s40883-019-00118-1PMC796280333732871

[CR46] Mizushima N, Yoshimori T, Levine B (2010) Methods in mammalian autophagy research. Cell 140:313–32620144757 10.1016/j.cell.2010.01.028PMC2852113

[CR47] Nacher J, Crespo C, McEwen BS (2001) Doublecortin expression in the adult rat telencephalon. Eur J Neurosci 14:629–64411556888 10.1046/j.0953-816x.2001.01683.x

[CR48] Pan S, Fan M, Liu Z, Li X, Wang H (2021) Serine, glycine and one‑carbon metabolism in cancer (Review). Int J Oncol 58:158–17033491748 10.3892/ijo.2020.5158PMC7864012

[CR49] Pappa S, Padilla N, Iacobucci S, Vicioso M, Alvarez de la Campa E, Navarro C, Marcos E, de la Cruz X, Martinez-Balbas MA (2019) PHF2 histone demethylase prevents DNA damage and genome instability by controlling cell cycle progression of neural progenitors. Proc Natl Acad Sci USA 116:19464–1947331488723 10.1073/pnas.1903188116PMC6765295

[CR50] Perera RM, Di Malta C, Ballabio A (2019) MiT/TFE family of transcription factors, lysosomes, and cancer. Annu Rev Cancer Biol 3:203–22231650096 10.1146/annurev-cancerbio-030518-055835PMC6812561

[CR51] Piper M, Barry G, Harvey TJ, McLeay R, Smith AG, Harris L, Mason S, Stringer BW, Day BW, Wray NR et al (2014) NFIB-mediated repression of the epigenetic factor Ezh2 regulates cortical development. J Neurosci 34:2921–293024553933 10.1523/JNEUROSCI.2319-13.2014PMC3931505

[CR52] Pollard SM, Conti L, Sun Y, Goffredo D, Smith A (2006) Adherent neural stem (NS) cells from fetal and adult forebrain. Cereb Cortex 16:i112–i12016766697 10.1093/cercor/bhj167

[CR53] Possemato R, Marks KM, Shaul YD, Pacold ME, Kim D, Birsoy K, Sethumadhavan S, Woo HK, Jang HG, Jha AK et al (2011) Functional genomics reveal that the serine synthesis pathway is essential in breast cancer. Nature 476:346–35021760589 10.1038/nature10350PMC3353325

[CR54] Qiu J, Shi G, Jia Y, Li J, Wu M, Dong S, Wong J (2010) The X-linked mental retardation gene PHF8 is a histone demethylase involved in neuronal differentiation. Cell Res 20:908–91820548336 10.1038/cr.2010.81

[CR55] Quist E, Trovato F, Avaliani N, Zetterdahl OG, Gonzalez-Ramos A, Hansen MG, Kokaia M, Canals I, Ahlenius H (2022) Transcription factor-based direct conversion of human fibroblasts to functional astrocytes. Stem Cell Rep 17:1620–163510.1016/j.stemcr.2022.05.015PMC928768135750047

[CR56] Rabhi N, Hannou SA, Froguel P, Annicotte JS (2017) Cofactors as metabolic sensors driving cell adaptation in physiology and disease. Front Endocrinol 8:30410.3389/fendo.2017.00304PMC567584429163371

[CR57] Ramirez F, Ryan DP, Gruning B, Bhardwaj V, Kilpert F, Richter AS, Heyne S, Dundar F, Manke T (2016) deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res 44:W160–W16527079975 10.1093/nar/gkw257PMC4987876

[CR59] Sagner A, Zhang I, Watson T, Lazaro J, Melchionda M, Briscoe J (2021) A shared transcriptional code orchestrates temporal patterning of the central nervous system. PLoS Biol 19:e300145034767545 10.1371/journal.pbio.3001450PMC8612522

[CR60] Sanchez-Molina S, Estaras C, Oliva JL, Akizu N, Asensio-Juan E, Rojas JM, Martinez-Balbas MA (2014) Regulation of CBP and Tip60 coordinates histone acetylation at local and global levels during Ras-induced transformation. Carcinogenesis 35:2194–220224853677 10.1093/carcin/bgu111

[CR61] Santo M, Rigoldi L, Falcone C, Tuccillo M, Calabrese M, Martinez-Cerdeno V, Mallamaci A (2023) Spatial control of astrogenesis progression by cortical arealization genes. Cereb Cortex 33:3107–312335818636 10.1093/cercor/bhac264

[CR62] Shao P, Liu Q, Maina PK, Cui J, Bair TB, Li T, Umesalma S, Zhang W, Qi HH (2017) Histone demethylase PHF8 promotes epithelial to mesenchymal transition and breast tumorigenesis. Nucleic Acids Res 45:1687–170227899639 10.1093/nar/gkw1093PMC5389682

[CR63] Siderius LE, Hamel BC, van Bokhoven H, de Jager F, van den Helm B, Kremer H, Heineman-de Boer JA, Ropers HH, Mariman EC (1999) X-linked mental retardation associated with cleft lip/palate maps to Xp11.3-q21.3. Am J Med Genet 85:216–22010398231

[CR64] Sun L, Huang Y, Wei Q, Tong X, Cai R, Nalepa G, Ye X (2015) Cyclin E-CDK2 protein phosphorylates plant homeodomain finger protein 8 (PHF8) and regulates its function in the cell cycle. J Biol Chem 290:4075–408525548279 10.1074/jbc.M114.602532PMC4326817

[CR65] Sun W, Liu R, Gao X, Lin Z, Tang H, Cui H, Zhao E (2023) Targeting serine-glycine-one-carbon metabolism as a vulnerability in cancers. Biomark Res 11:4837147729 10.1186/s40364-023-00487-4PMC10161514

[CR66] Tao H, Zhang Y, Li J, Liu J, Yuan T, Wang W, Liang H, Zhang E, Huang Z (2023) Oncogenic lncRNA BBOX1-AS1 promotes PHF8-mediated autophagy and elicits sorafenib resistance in hepatocellular carcinoma. Mol Ther Oncolytics 28:88–10336699616 10.1016/j.omto.2022.12.005PMC9852557

[CR67] Tchieu J, Calder EL, Guttikonda SR, Gutzwiller EM, Aromolaran KA, Steinbeck JA, Goldstein PA, Studer L (2019) NFIA is a gliogenic switch enabling rapid derivation of functional human astrocytes from pluripotent stem cells. Nat Biotechnol 37:267–27530804533 10.1038/s41587-019-0035-0PMC6591152

[CR68] Walsh RM, Shen EY, Bagot RC, Anselmo A, Jiang Y, Javidfar B, Wojtkiewicz GJ, Cloutier J, Chen JW, Sadreyev R et al (2017) Phf8 loss confers resistance to depression-like and anxiety-like behaviors in mice. Nat Commun 8:1514228485378 10.1038/ncomms15142PMC5436068

[CR69] Wang J, Lin X, Wang S, Wang C, Wang Q, Duan X, Lu P, Liu XS, Huang J (2014) PHF8 and REST/NRSF co-occupy gene promoters to regulate proximal gene expression. Sci Rep 4:500824852203 10.1038/srep05008PMC4031473

[CR78] Wang X, Qiu R, Tsark W et al (2007) Rapid promoter analysis in developing mouse brain and genetic labeling of young neurons by doublecortin DsRed-express. J Neurosci Res 85:3567–357310.1002/jnr.2144017671991

[CR70] Wu XN, Li JY, He Q, Li BQ, He YH, Pan X, Wang MY, Sang R, Ding JC, Gao X et al (2024) Targeting the PHF8/YY1 axis suppresses cancer cell growth through modulation of ROS. Proc Natl Acad Sci USA 121:e221935212038165927 10.1073/pnas.2219352120PMC10786316

[CR71] Yang M, Vousden KH (2016) Serine and one-carbon metabolism in cancer. Nat Rev Cancer 16:650–66227634448 10.1038/nrc.2016.81

[CR72] Ye H, Yang Q, Qi S, Li H (2019) PHF8 plays an oncogene function in hepatocellular carcinoma formation. Oncol Res 27:613–62130764899 10.3727/096504018X15410353669149PMC7848440

[CR73] Zambelli F, Pesole G, Pavesi G (2009) Pscan: finding over-represented transcription factor binding site motifs in sequences from co-regulated or co-expressed genes. Nucleic Acids Res 37:W247–W25219487240 10.1093/nar/gkp464PMC2703934

[CR74] Zhao E, Ding J, Xia Y, Liu M, Ye B, Choi JH, Yan C, Dong Z, Huang S, Zha Y et al (2016) KDM4C and ATF4 cooperate in transcriptional control of amino acid metabolism. Cell Rep 14:506–51926774480 10.1016/j.celrep.2015.12.053PMC4731315

[CR75] Zhu J, Thompson CB (2019) Metabolic regulation of cell growth and proliferation. Nat Rev Mol Cell Biol 20:436–45030976106 10.1038/s41580-019-0123-5PMC6592760

# Supplementary material for: Epigenetic regulation of serine biosynthesis by PHF8 during neurogenesis
**Source:** EMBO Rep. 2026 Feb 19;27(6):1540–60. doi: 10.1038/s44319-026-00713-8
**Supplement:** Supplementary file 1 — Appendix

Appendix for

**Epigenetic Regulation of Serine Biosynthesis by PHF8 During Neurogenesis**

**Table of contents:**

|                    |         |
|--------------------|---------|
| Appendix Figure S1 | Page 2  |
| Appendix Figure S2 | Page 3  |
| Appendix Figure S3 | Page 4  |
| Appendix Figure S4 | Page 5  |
| Appendix Figure S5 | Page 6  |
| Appendix Figure S6 | Page 8  |
| Appendix Figure S7 | Page 8  |
| Appendix Table S1  | Page 9  |
| Appendix Table S2  | Page 10 |

## APPENDIX FIGURES

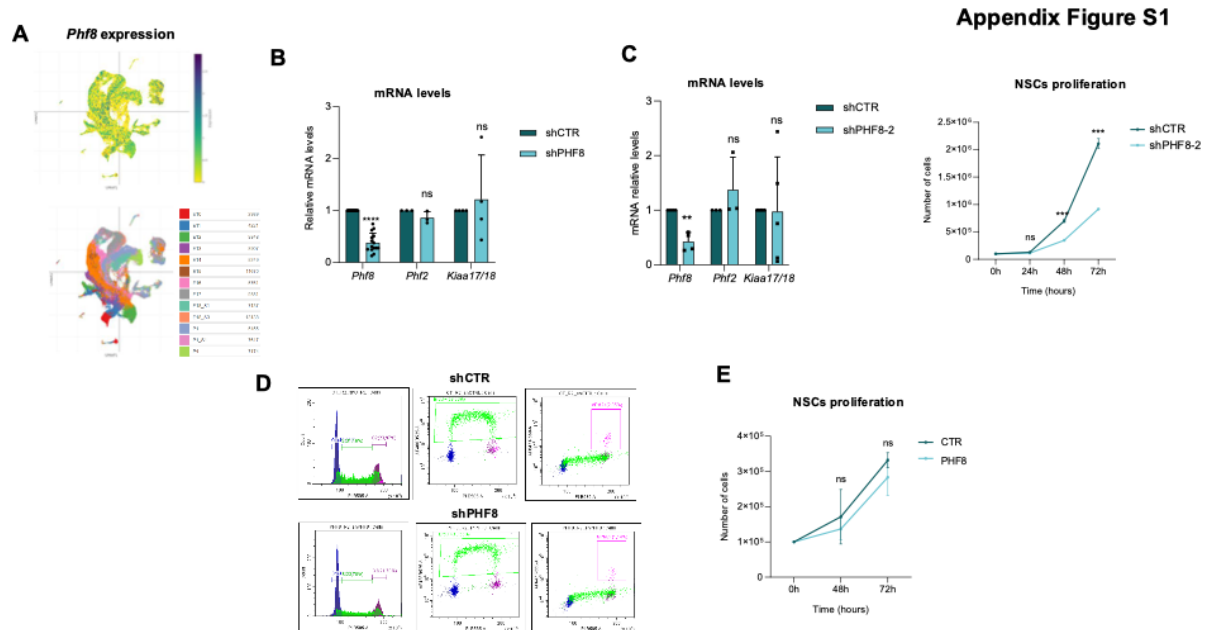**Appendix Figure S1. PHF8 maintains neural stem cells proliferation**

(A) UMAP plot showing PHF8 expression in the developing mouse cerebral cortex. Data are from publicly available single-cell RNA-seq experiments ([link to dataset](#)).

(B) NSCs were infected with lentivirus expressing shRNA control (shCTR) or shRNA specific for PHF8 (shPHF8). 48 h post-infection, total RNA was extracted and transcript levels of *Phf8*, *Phf2* and *Kiaa17/18* were measured by qPCR. Data represent the mean of at least three biological independent experiments, each performed in triplicate. Errors bars represent SD. \*\*\*\* $p < 0.0001$ ; ns, not significant (Student's t-test).

(C) NSCs were infected with lentivirus expressing a shRNA control (shCTR) or a second PHF8-specific shRNA (shPHF8-2). Total RNA was purified to assess PHF8 mRNA levels via qPCR. mRNA expression values were normalized to the housekeeping gene *Gapdh*. Data represent the mean of at least three biological independent experiments. Errors bars represent SD. \*\* $p < 0.01$ ; ns, not significant (Student's t-test) (as shown in the left part of the figure). Growth curve showing proliferation of NSCs infected with shCTR or shPHF8-2 lentivirus over 72 h. Data represent the mean of three biological independent experiments

performed in triplicated. Errors bars represent SD. \*\*\* $p < 0.001$  (Student's t-test) (right part of the figure).

(D) Flow-cytometry data of shCTR and shPHF8 NSCs previously stained with 5'-bromo-2'-deoxyutidine (BrdU) and MPM2.

(E) NSCs were infected with a lentivirus expressing PHF8 under doxycycline control. Doxycycline (Dox) was added (PHF8) or omitted (CTR), and cell proliferation was assessed 72 h later using growth curves. Data represent the mean  $\pm$  SD of three independent biological experiments, each performed in triplicate. Error bars indicate SD. ns, not significant (Student's t-test).

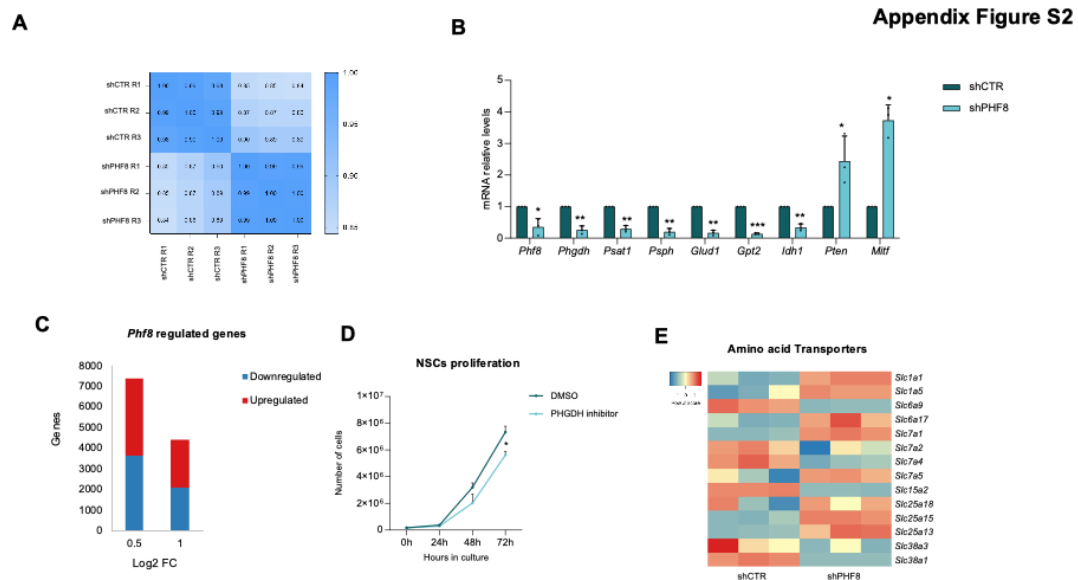

## Appendix Figure S2. PHF8 regulates transcription of Serine Biosynthesis Pathway (SBP) genes

(A) Clustered heat-map showing Pearson correlation of RNA-seq samples from shCTR and shPHF8 NSCs, based on transcriptome-wide coverage.

(B) RNA-seq results from shCTR and shPHF8 NSCs were validated by qPCR for the indicated genes. Expression values were normalized to the housekeeping gene *Gapdh* and

are presented relative to shCTR NSCs. Data represent the mean of three biological independent experiments. Errors bars represent SD. \* $p < 0.05$ ; \*\* $p < 0.01$ ; \*\*\* $p < 0.001$ , (Student's t-test).

(C) Bar graph showing the number of upregulated and downregulated genes in shPHF8 vs. shCTR NSCs, filtered by  $p$ -value  $< 0.05$  and ranked by increasing  $\log_2$  fold change.

(D) Growth curve illustrating the proliferation of NSCs treated with DMSO or PHGDH inhibitor over 72 h. Data represent the mean of three independent biological experiments performed in triplicated. Errors bars represent SD. \* $p < 0.05$  (Student's t-test).

(E) Heat-map of differentially expressed amino acid transporter genes identified by RNA-seq in shCTR and shPHF8 NSCs. Only genes with  $p$ -value  $< 0.05$  and absolute  $\log_2$  fold change (FC)  $> 0.5$  and (FC)  $< -0.5$  are shown. Three biological replicates were analyzed for the shCTR and shPHF8 condition.

**Appendix Figure S3**

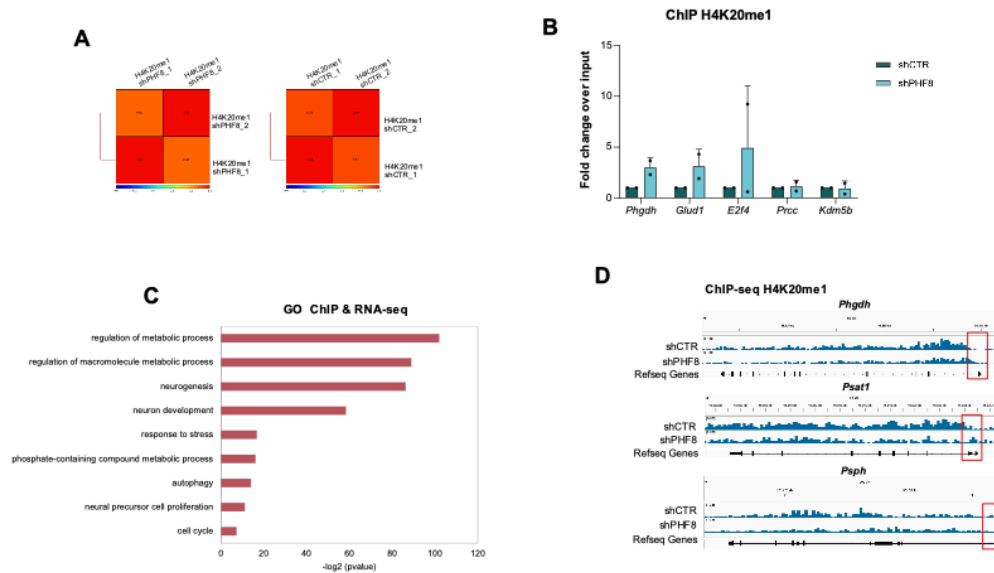

**Appendix Figure S3. PHF8 maintains low levels of H4K20me1 at SBP gene promoters**

(A) Clustered heatmap depicting Spearman correlation of H4K20me1 ChIP-seq datasets in shCTR and shPHF8 NSCs. The correlation analysis is conducted based on read coverage within consecutive 10-kb genomic regions.

(B) H4K20me1 ChIPs in shCTR and shPHF8 NSCs were analyzed by qPCR at the indicated gene promoters. qPCR data were normalized to the input and presented relative to shCTR NSCs. Results from two biological independent ChIP experiments and technical triplicates are shown. Errors bars represent SD.

(C) Gene ontology (GO) analysis of Biological Process enriched among genes downregulated in the RNA-seq dataset (p-value < 0.05, log<sub>2</sub> fold change > 0.5 or < -0.5) and showing increased H4K20me1 levels upon PHF8 depletion.

(D) IGV snapshots displaying H4K20me1 levels (normalized to input) at *Phgdh*, *Psat1* and *Psph* gene promoters in shCTR and shPHF8 NSCs.

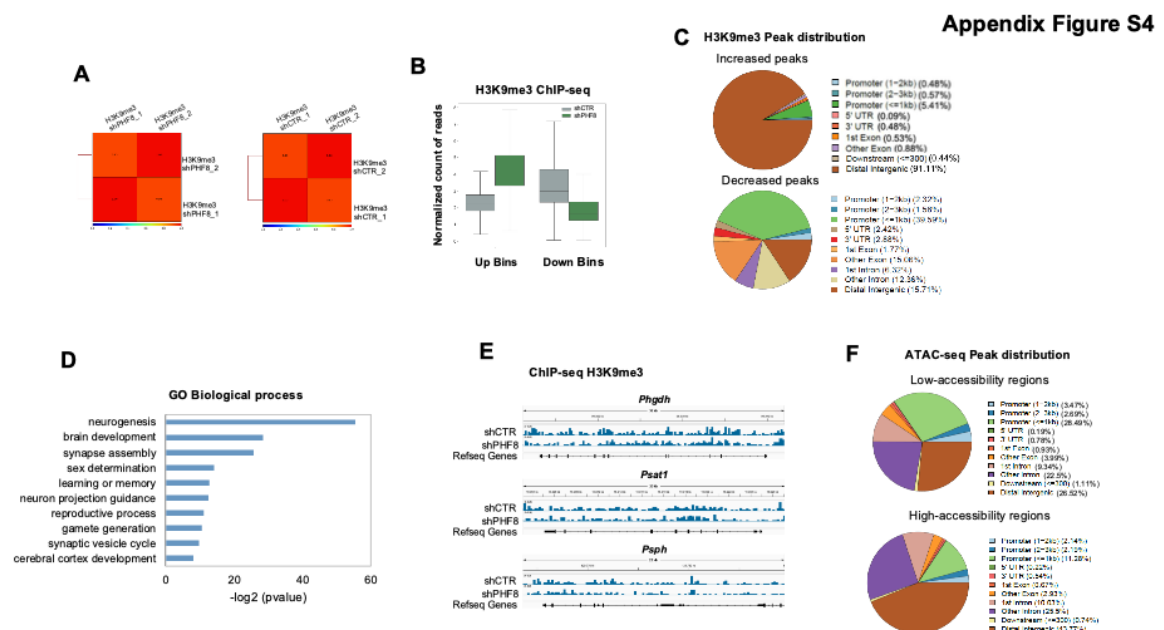

**Appendix Figure S4. PHF8 maintains global levels of H3K9me3** (A) Clustered heatmap depicting Spearman correlation of H3K9me3 ChIP-seq datasets in shCTR and shPHF8 NSCs. The correlation analysis is conducted based on read coverage within consecutive 10-kb genomic regions.

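From the peak lists, bases covered by peaks were counted in 10 kb bins, and 82383 bins held a peak in at least 1 library. Spearman's rho over these bins was 0.623 between the shCTR replicates and 0.598 between the shPHF8 replicates. Between libraries of different conditions it was between 0.501 and 0.527. Bins are not independent replicates, and these values use covered bases in place of the read coverage of Appendix Fig. S4A.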

(B) H3K9me3 ChIP-seq was performed in duplicate in shPHF8 and shCTR NSCs. The mouse genome was divided into bins of 30 Kb each to assess H3K9me3 enrichment. 

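In bins where both shPHF8 libraries had more covered bases than both shCTR libraries, the median change between the condition means was 3200 bp, and in bins where both had fewer it was -2200 bp. Of the bins with more, 1669 (12.7%) had no peak in either shCTR library, and of the bins with fewer, 1466 (37.5%) had no peak in either shPHF8 library.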

Box

plots display bins showing gain and loss H3K9me3 in shPHF8 versus shCTR cells. Box plot elements: centerline = median; box limits = 25th and 75th percentiles; whiskers = minimum and maximum.

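Among gained regions, the widest was on chromosome 4 from 144452001 to 144470400, over a start site of Gm9944, with 18200 and 13600 bases covered in shPHF8 replicates 1 and 2. Next were a region on chromosome 12 from 104182601 to 104199200, over the pseudogene Serpina3e-ps, and a region on chromosome 8 from 30999401 to 31013600, over the pseudogene Gm45252. At protein-coding promoters, the widest gained regions after that of Gm9944 were at Fam205c, 11000 bp wide on chromosome 4, and at Phyh, 10800 bp wide on chromosome 2. The widest lost region, on chromosome 7 from 114648601 to 114659200, was distal intergenic, 12244 bp from the nearest start site, that of Calca, with 4400 and 9600 bases covered in shCTR replicates 1 and 2. The next were 10400 bp wide near Gm16085 on chromosome 12 and 10200 bp wide on chromosome 8 in a 3' UTR, nearest the start site of Vac14. The widest lost regions at protein-coding promoters were at Mtx2 (8000 bp), Mtss1l (7600 bp) and Cplx2 (7200 bp). Each of these regions had no peak in either library of the other condition.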

(C) Genomic annotation of regions with increased H3K9me3 levels upon PHF8 depletion in NSCs.

(D) Gene ontology (GO) analysis of Biological Process enriched among genes regulated by PHF8 (p-value < 0.05, log<sub>2</sub> fold change > 0.5 or < -0.5) and exhibiting increased H3K9me3 levels upon PHF8 depletion.

(E) IGV snapshots displaying H3K9me3 levels (normalized to input) at *Phgdh*, *Psat1* and *PspH* gene promoters in shCTR and shPHF8 NSCs.

(F) Genomic annotation of regions with differential chromatin accessibility (categorized as gains or losses) upon PHF8 depletion in NSCs.

**Appendix Figure S5**

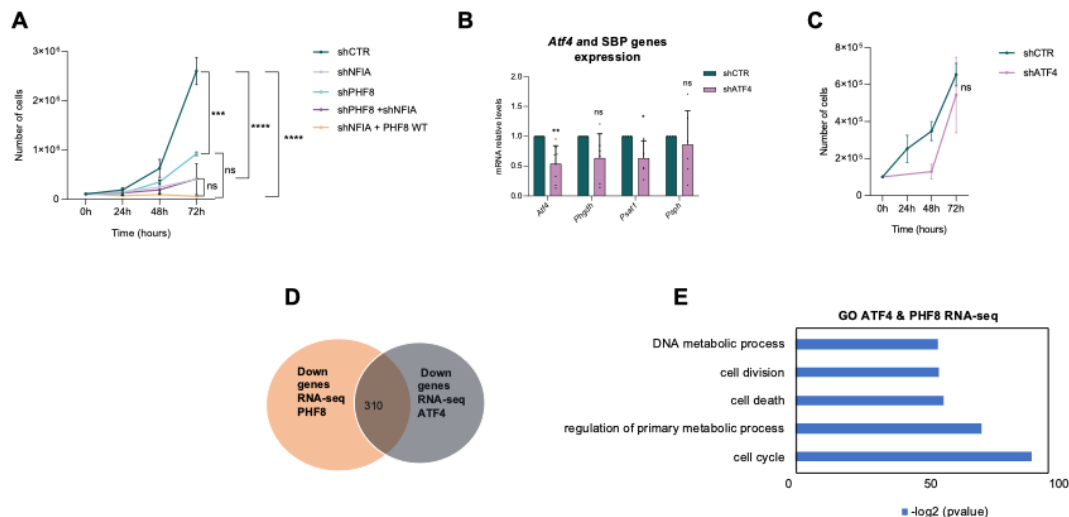

## Appendix Figure S5. PHF8 cooperates with Transcription factors to regulate SBP gene transcription

(A) Growth curve showing the proliferation rates of NSCs infected with shCTR or shNFIA lentiviruses over 72 h, in which PHF8 levels were either decreased using shPHF8

or increased through induction with the pInducer vector upon doxycycline addition (see diagram in Fig. 2F). Data represent the mean of three biological independent experiments performed in triplicated. Errors bars represent SD. \*\*\* $p < 0.001$ ; \*\*\*\* $p < 0.0001$  (Student's t-test).

(B) NSCs were infected with lentiviruses expressing shCTR or ATF4-targeting shRNA (shATF4). Total RNA was collected to assess ATF4 mRNA levels of *Atf4*, *Phgdh*, *Psat1*, and *Psph* by qPCR. Expression levels were normalized to *Gapdh*, and data are presented relative to shCTR samples. Data represent the mean of at least four biological independent experiments performed in triplicated. Error bars indicate SD. \* $p < 0.05$ ; \*\* $p < 0.01$ ; ns, not significant (Student's t-test).

(C) Growth curve showing proliferation rates of NSCs infected with shCTR or shATF4 lentiviruses over 72 h. Data represent the mean of three biological independent experiments performed in triplicated. Errors bars represent SD. ns, not significant (Student's t-test).

(D) Venn diagram showing the overlap between 2032 down-regulated genes identified in the published ATF4 RNA-seq dataset (grey) and the PHF8 RNA-seq dataset from NSCs (Figure 2A) (orange).  $p\text{-value} < 0.05$

(E) GO analysis highlighting enriched Biological Processes among genes co-regulated by PHF8 and ATF4 identified in (D).

**Appendix Figure S6**

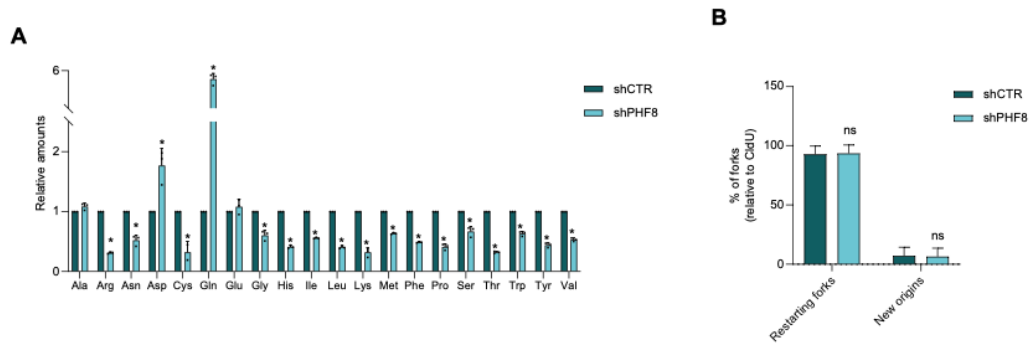

**Appendix Figure S6. Metabolic and replication alterations upon PHF8 depletion**

(A) Bar diagram showing amino acid levels measured by LC/MS in shCTR and shPHF8 NSCs (n= 3 biological replicates per condition). Statistical significance was determined by one-way ANOVA. Error bars indicate SD. \*p<0.05.

(B) DNA fiber assay on shCTR and shPHF8. shCTR and shPHF8 NSCs were exposed for 30 min to CldU (red), followed by 30 min of IdU (green) (n=200). Graphs show % of restart and new replication origins. ns, not significant (Student's t-test).

**Appendix Figure S7**

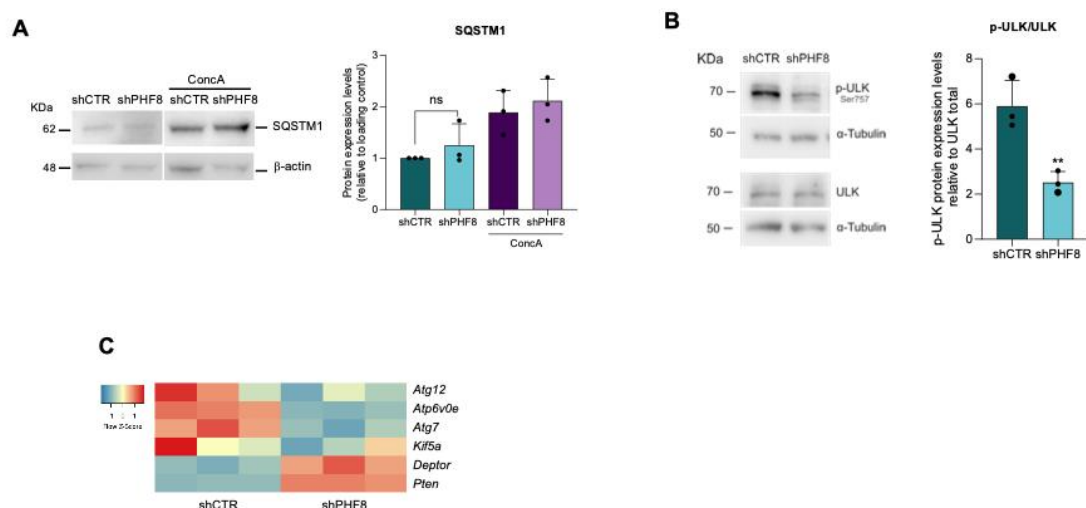

**Appendix Figure S7. PHF8 depletion disrupts autophagy**

- (A) NSCs expressing shCTR or shPHF8 were treated or left untreated with concanamycin A. Total protein extracts were prepared and analyzed by immunoblotting for SQSTM1. The samples derive from the same experiment and that immunoblots were processed in parallel. The same samples were used in Figure 5A. Graphs depict protein expression levels relative to  $\beta$ -actin. Data are representative of three biologically independent experiments. Errors bars represent SD. ns, not significant (Student's t-test).
- (B) Total protein extracts were prepared from NSCs expressing shCTR or shPHF8 and analyzed by immunoblotting for ULK and phospho-ULK (p-ULK) (Serine 757). Graphs depict phospho-ULK levels normalized to total ULK. The same samples were used in Figure 5C. The same loading control is shown Figure 5C. Data are representative of three biologically independent experiments. Errors bars represent SD. \*\* $p < 0.01$  (Student's t-test).
- (C) Heat map of autophagy-related genes differentially expressed between shCTR and shPHF8 NSCs, identified by RNA-seq. Genes shown have a p-value  $< 0.05$  and a  $\log_2$  fold change (FC)  $> 0.5$  or  $< -0.5$ .

## APPENDIX TABLES

**Appendix Table S1: List of genome-wide data accessions used in this study**

| Data                    | Accession number |
|-------------------------|------------------|
| RNA-seq PHF8            | GSE296528        |
| ATAC-seq                | GSE296528        |
| H4K20me1 ChIP-seq (NSC) | GSE296528        |
| H3K4me3 ChIP-seq        | GSM605316        |
| H3K9me2 ChIP-seq        | GSM3315714       |
| H4K20me1 ChIP-seq       | GSM789284        |
| PHF8 ChIP-seq (hESC)    | GSM1003509       |

|                      |            |
|----------------------|------------|
| PHF8 ChIP-seq (K562) | GSM831009  |
| NFIA ChIP-seq        | GSM2574788 |
| NFIA RNA-seq         | GSE124729  |
| ATF4 RNA-seq         | GSE291048  |
| ATF4 ChIP-seq        | GSE127432  |
| H3K9me3 ChIP-seq     | GSE311637  |

**Appendix Table S2: Read count illustrating ChIP-seq mapping statistics**

| Sample                  | Read count |              |         |          |          |
|-------------------------|------------|--------------|---------|----------|----------|
|                         | Raw        | Mapped Reads | NoMap   | UniMap   | MultiMap |
| shCTR_input             | 38307439   | 36930220     | 1377219 | 29077062 | 7853158  |
| shPHF8_input            | 38507414   | 37082909     | 1424505 | 28604086 | 8478823  |
| shCTR_ChIP H3K9me3_R1   | 38326941   | 36968871     | 1358070 | 24487187 | 12481684 |
| shCTR_ChIP H3K9me3_R2   | 37214264   | 35970838     | 1243426 | 24372394 | 11598444 |
| shCTR_ChIP H4K20me1_R1  | 38262631   | 37648445     | 614186  | 32561439 | 5087006  |
| shCTR_ChIP H4K20me1_R2  | 34861102   | 34103671     | 757431  | 29241204 | 4862467  |
| shPHF8_ChIP H3K9me3_R1  | 38018502   | 36832908     | 1185594 | 24096483 | 12736425 |
| shPHF8_ChIP H3K9me3_R2  | 32969097   | 31654353     | 1314744 | 19934294 | 11720059 |
| shPHF8_ChIP H4K20me1_R1 | 38436855   | 37797844     | 639011  | 32780889 | 5016955  |
| shPHF8_ChIP H4K20me1_R2 | 19471153   | 18999554     | 471599  | 16114507 | 2885047  |

# Supplementary material for: Epigenetic regulation of serine biosynthesis by PHF8 during neurogenesis
**Source:** EMBO Rep. 2026 Feb 19;27(6):1540–60. doi: 10.1038/s44319-026-00713-8

Figure 5A  
PONCEAU

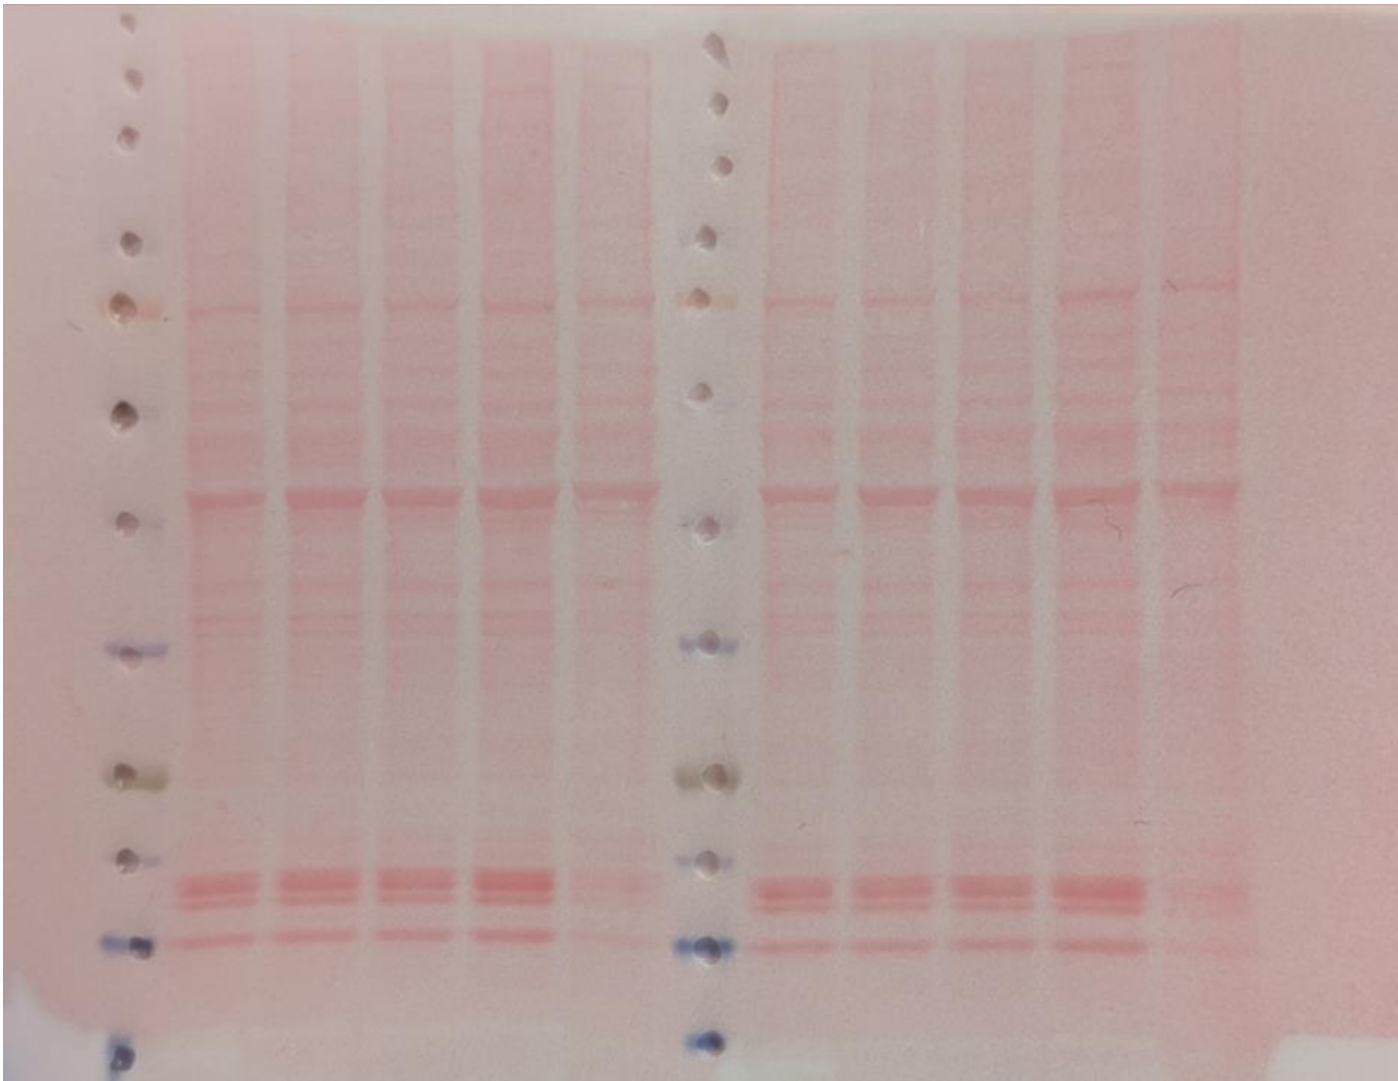

Figure 5A

Neus Lab 2023-11-24 14h16m25s(Chemiluminescence)

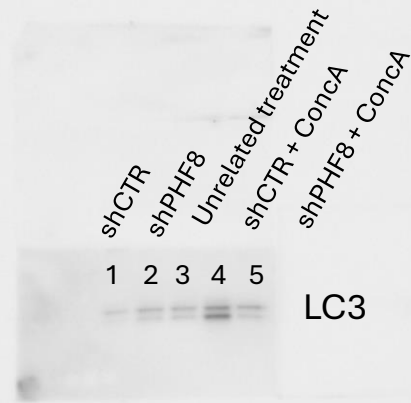

Neus Lab 2025-08-01 10h39m47s(Chemiluminescence)

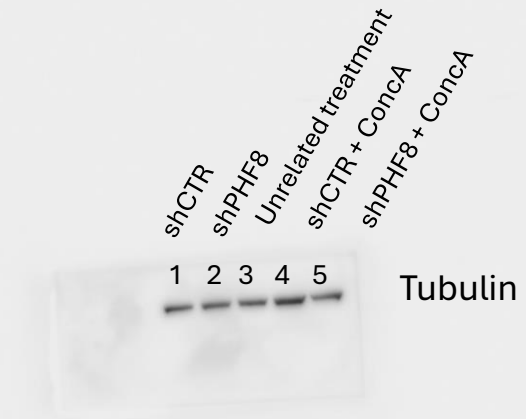

CMM\_002\_mTOR activity

Figure 5C

PONCEAU

| shCTR | shPHF8 | shCTR + ConcA | shPHF8 + ConcA | shCTR | shPHF8 | shCTR + ConcA | shPHF8 + ConcA | shCTR | shPHF8 | shCTR + ConcA | shPHF8 + ConcA |
|-------|--------|---------------|----------------|-------|--------|---------------|----------------|-------|--------|---------------|----------------|
|-------|--------|---------------|----------------|-------|--------|---------------|----------------|-------|--------|---------------|----------------|

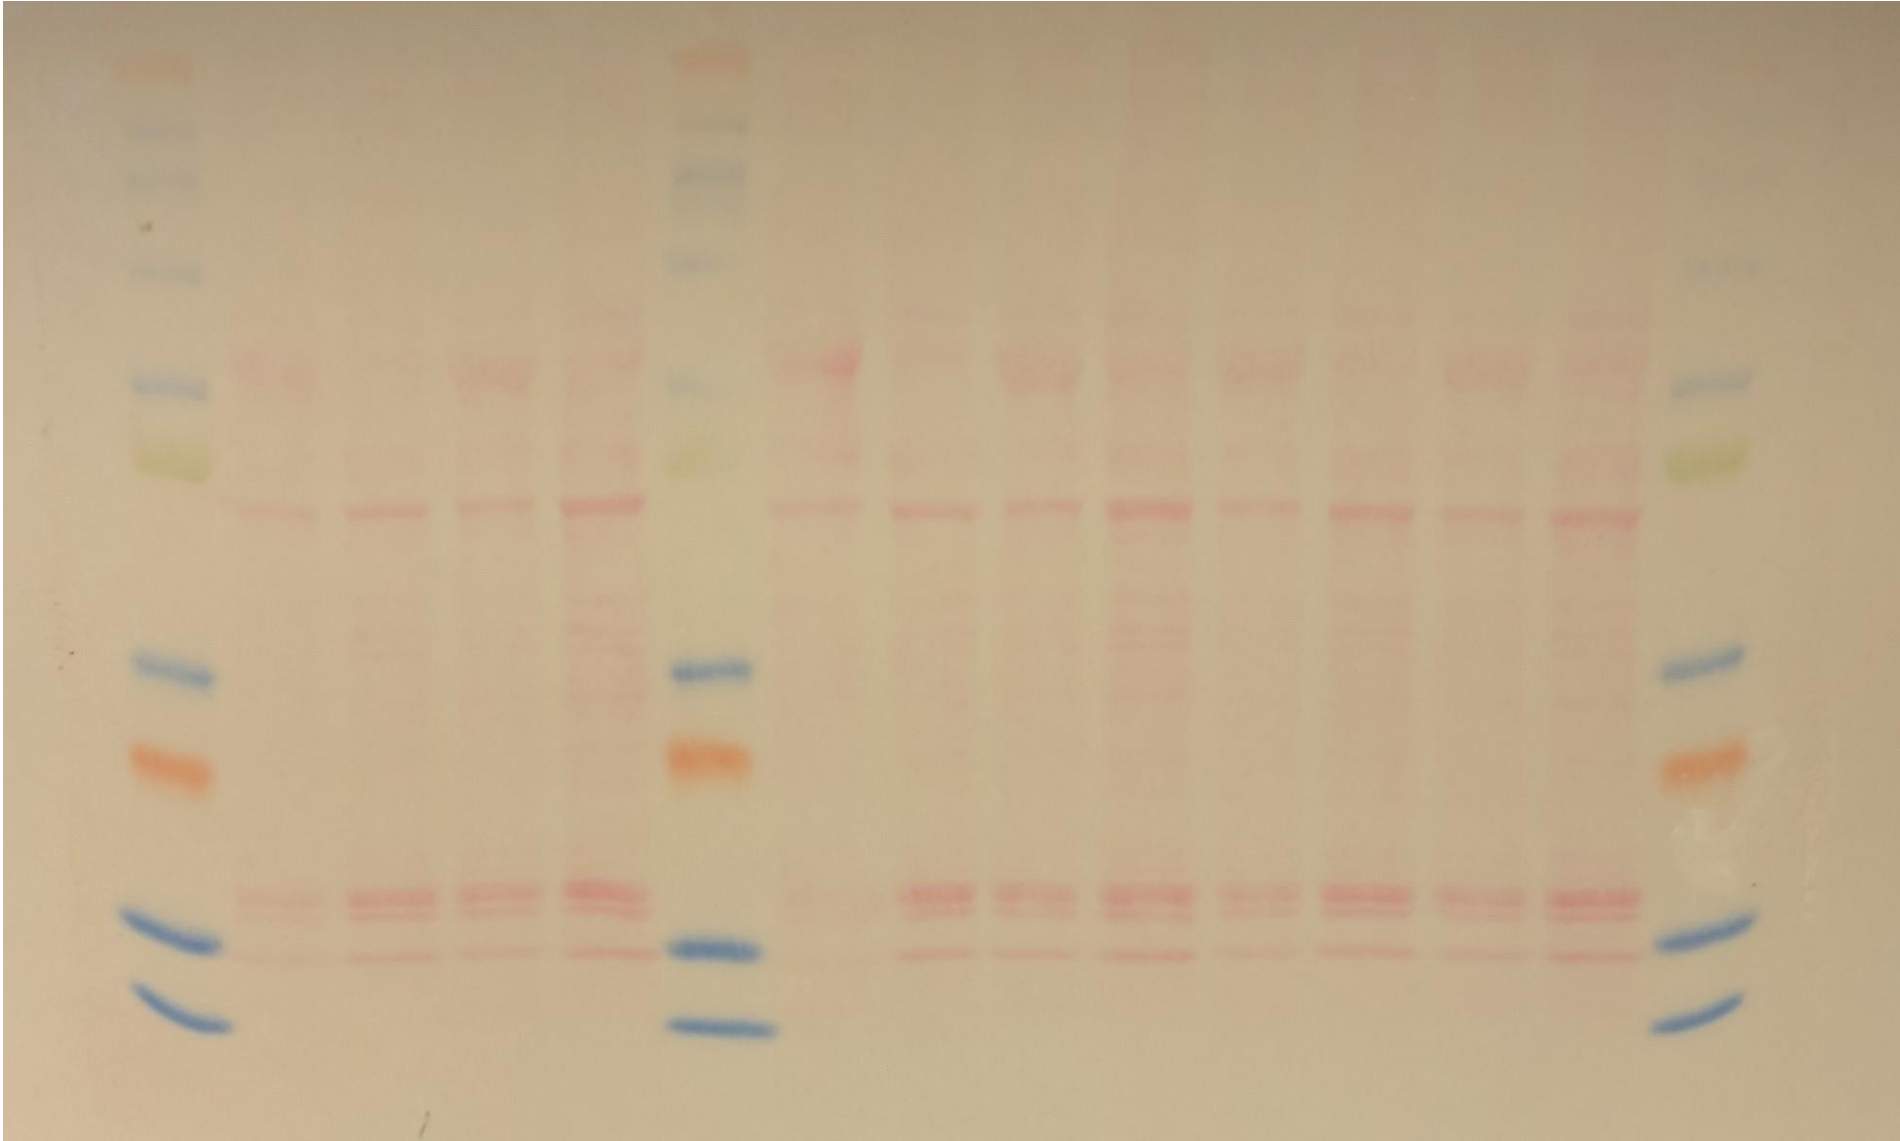

CMM\_002\_mTOR activity

Figure 5C

Neus Lab 2025-07-29 13h26m56s(Chemiluminescence)

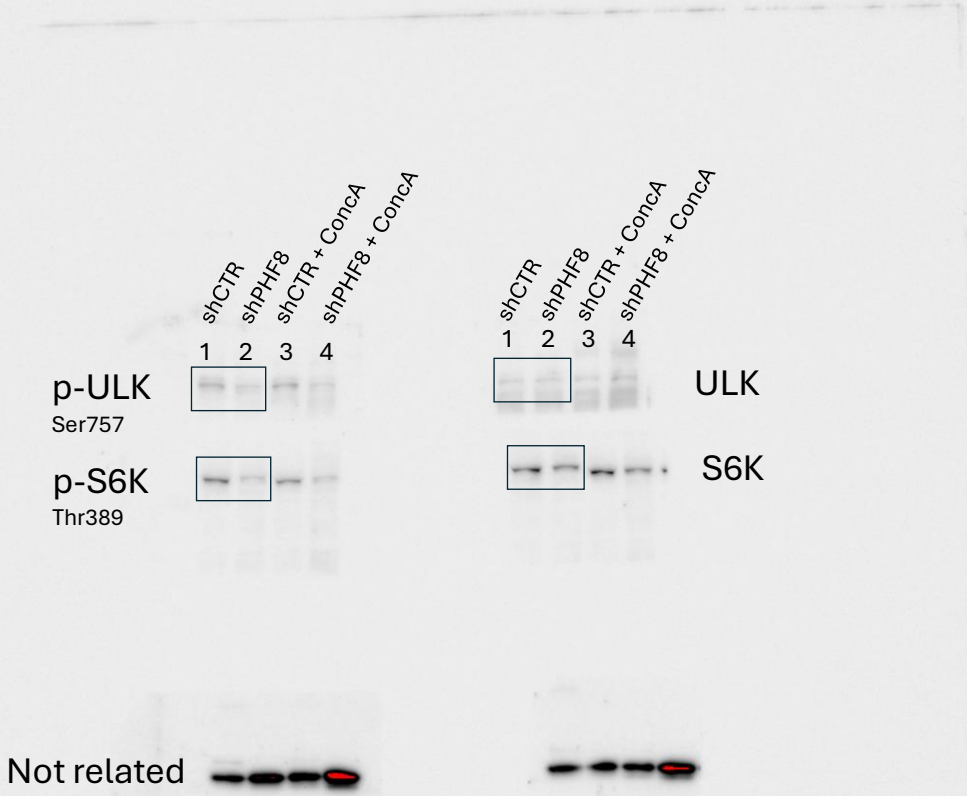

Neus Lab 2025-07-30 12h55m35s(Chemiluminescence)

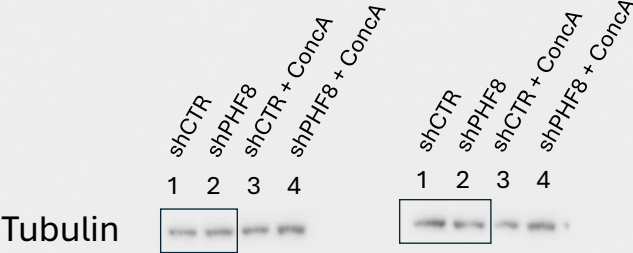

**Supplement:** Supplementary file 6 — Source data Fig. 5

# Supplementary material for: Epigenetic regulation of serine biosynthesis by PHF8 during neurogenesis
**Source:** EMBO Rep. 2026 Feb 19;27(6):1540–60. doi: 10.1038/s44319-026-00713-8
**Supplement:** Supplementary file 9 — Expanded View Figures

## Expanded View Figures

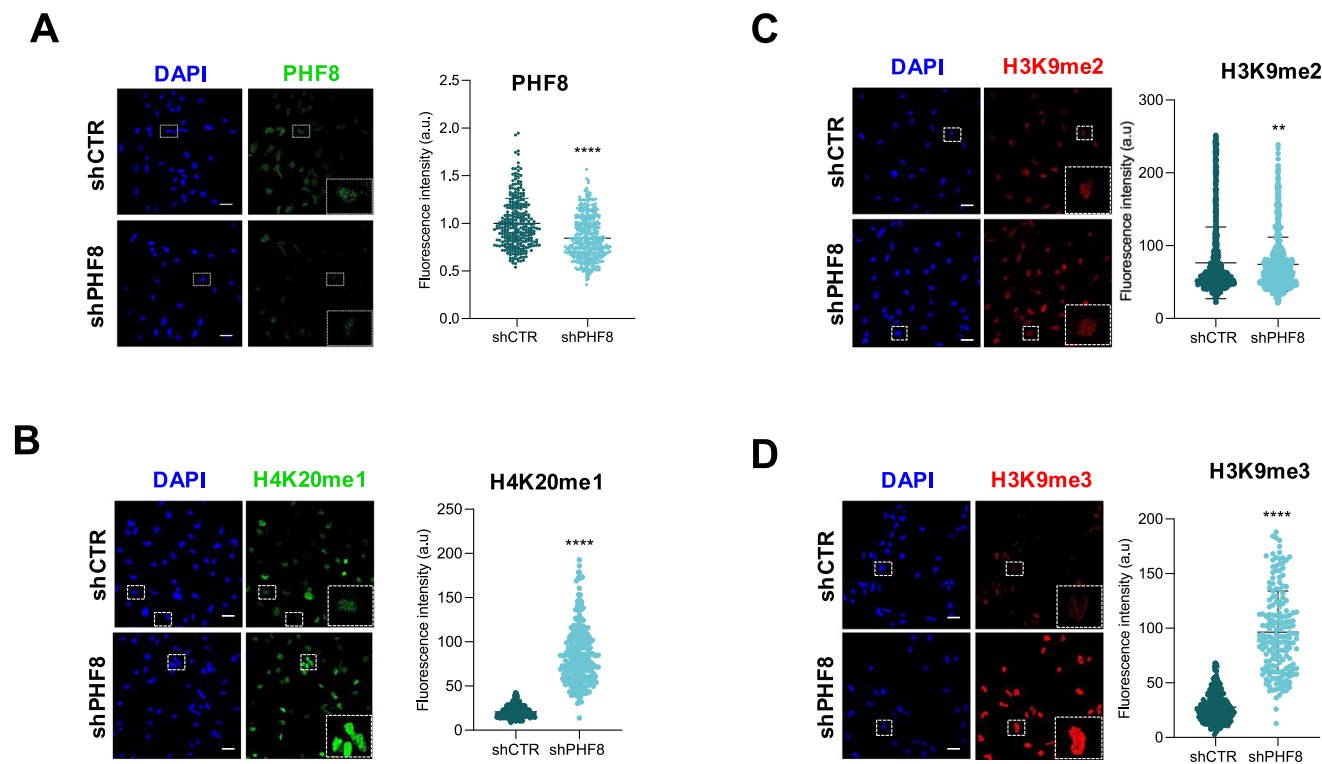

**Figure EV1. PHF8 maintains transcriptionally competent chromatin.**

(A–D) shCTR and shPHF8 NSCs were immunostained using PHF8 (A), H4K20me1 (B), H3K9me2 (C), and H3K9me3 (D) antibodies and DAPI. Violin plots show quantification of the fluorescence intensity normalized to cell area ( $n \geq 180$ ). The data shown are representative of three biologically independent experiments. Scale bar indicates 20  $\mu\text{m}$ . Error bars represent mean  $\pm$  SEM. \*\* $p = 0.0036$ ; \*\*\*\* $p < 0.0001$ , two-tailed  $t$ -test. Source data are available online for this figure.

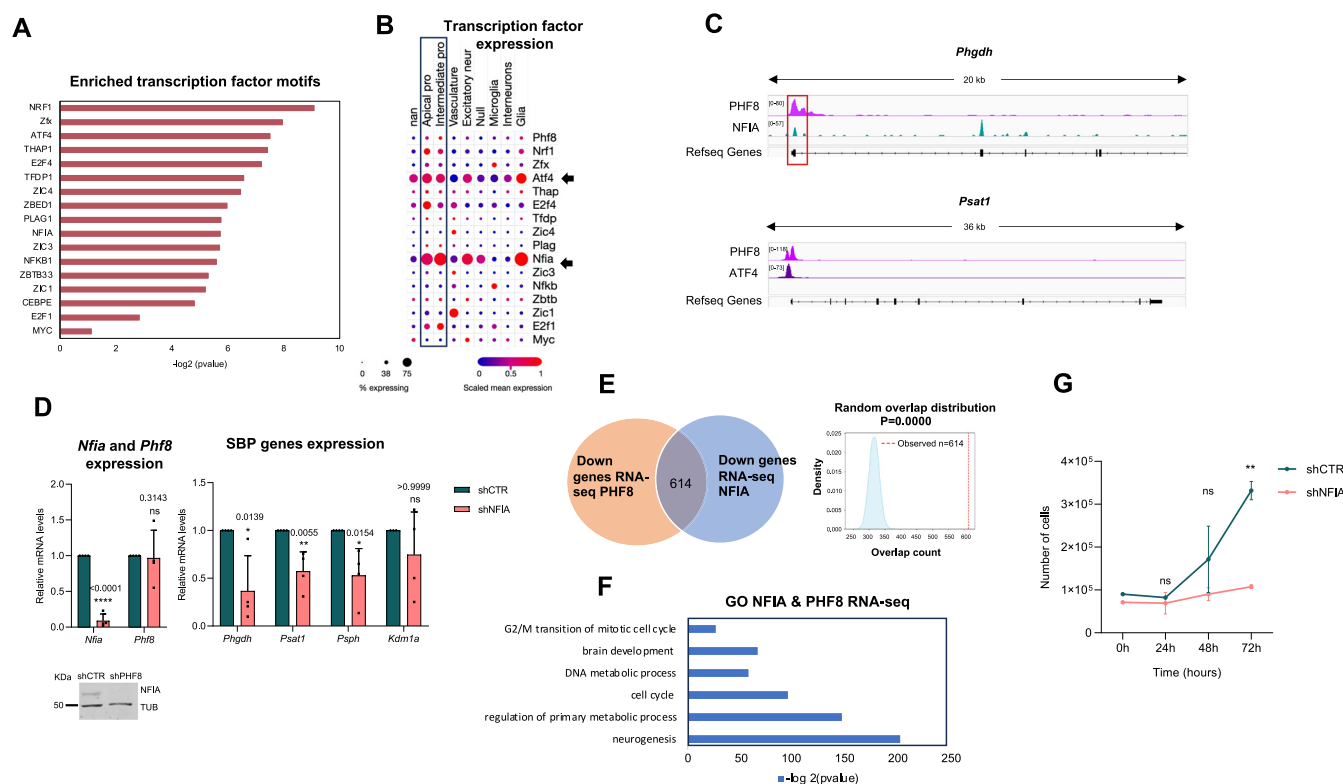

**Figure EV2. PHF8 cooperates with transcription factors to regulate SBP gene transcription.**

(A) Motif enrichment analysis of promoters from metabolism-related, PHF8-regulated genes was performed using the PSCAN tool, the top enriched transcription factor motifs. Z-test implemented in PSCAN. (B) Graph showing the expression of *Phf8* and the transcription factors identified in (A) in the developing mouse cerebral cortex. Data are derived from publicly available single-cell RNA-seq datasets ([link to dataset](#)). (C) IGV snapshots showing PHF8 binding peaks, NFIA and ATF4 peaks at *Phgdh* (NFIA) and *Psat1* (ATF4) gene promoters. Tracks show the input-subtracted signal. (D) NSCs were infected with lentiviruses expressing shCTR or NFIA-targeting shRNA (shNFIA). Total RNA and protein extracts were collected to assess NFIA protein levels via immunoblotting and mRNA levels of *Nfia*, *Phf8*, *Phgdh*, *Psat1*, and *Paph* by qPCR. Expression levels from four biologically independent experiments were normalized to *Gapdh*, and data were presented relative to shCTR samples. *Kdm1a* was included as a negative control. Error bars represent mean  $\pm$  SEM. Two-tailed  $t$ -test was applied. (E) Venn diagram showing the overlap between genes downregulated in our PHF8 KD RNA-seq (Fig. 2) (orange) and genes downregulated upon NFIA knockdown identified in the published NFIA KD RNA-seq dataset (Appendix Table S1) (blue).  $p$ -value < 0.05. Graph showing the median differences from the permutation test between PHF8 downregulated genes in the RNA-seq dataset and 2048 randomly selected genes (corresponding to the number of genes downregulated in NFIA KD). A total of  $n = 10,000$  permutations were performed. The observed overlap value (614) (red vertical bar) was not reached in any of the random samples, resulting in an empirical  $p$  value of zero (right panel). (F) GO analysis highlighting enriched Biological Processes among genes co-regulated by PHF8 and NFIA identified in (E).  $p$  value < 0.05. Enrichment was assessed by Fisher's exact test, with  $P$  values corrected using the gSCS method in gProfiler. (G) Growth curve showing proliferation rates of NSCs infected with shCTR or shNFIA lentiviruses over 72 h. Data represent the mean of three biologically independent experiments performed in triplicate. Error bars represent SD.  $**p = 0.0040$ ; ns not significant, two-tailed  $t$ -test. Source data are available online for this figure.

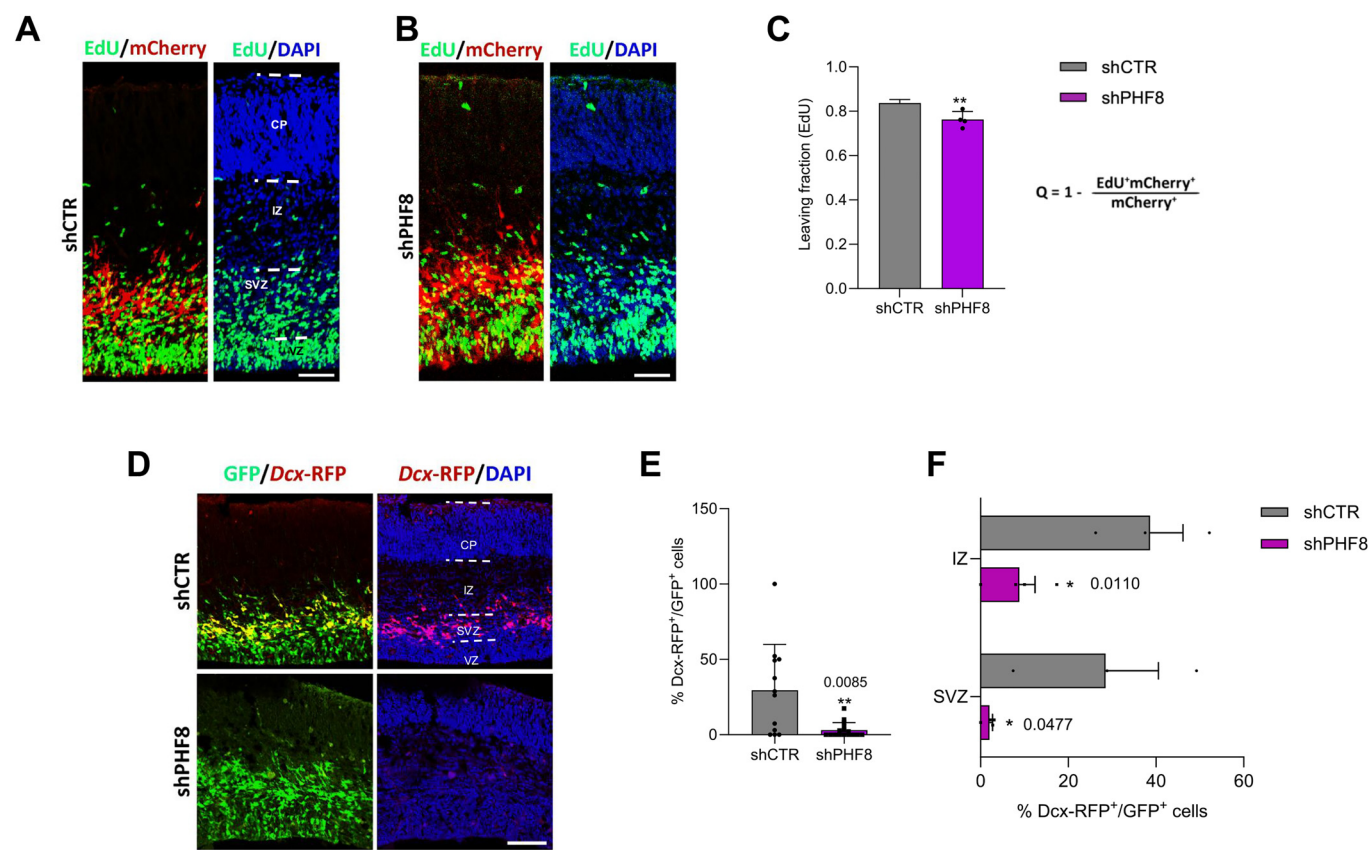

**Figure EV3. PHF8 depletion reduces mouse neurogenesis in vivo and impairs the differentiation of the neuronal outputs.**

(A, B) Representative images of E16.5 brain sections from embryos electroporated in utero at E14.5 with either shCTR or shPHF8 constructs, together with an mCherry reporter. EdU was administered to pregnant dams 34 h post-IUE, and embryos were collected 14 h later for brain dissection. Data represent the mean from four to twelve embryos (derived from at least three shCTR and four shPHF8 biologically independent experiments). Scale bar: 50  $\mu\text{m}$ . CP cortical plate, IZ intermediate zone, SVZ subventricular zone, VZ ventricular zone. (C) Quantification of the global leaving fraction (Q), estimating cell-cycle exit over the 48 h period. Q was significantly reduced in shPHF8-electroporated embryos compared with shCTR. EdU<sup>+</sup> cells and double EdU<sup>+</sup>mCherry<sup>+</sup> cells were counted in the VZ-SVZ and IZ of shCTR and shPHF8-electroporated embryos. Data represent mean  $\pm$  SEM from  $n \geq 3$  shCTR and  $n = 4$  shPHF8 biologically independent experiments.  $**p = 0.0096$ , two-tailed *t*-test. (D) Analysis of the early neuronal marker DCX. E14.5 embryos were electroporated with shCTR or shPHF8 together with a GFP-expressing plasmid and a *Dcx* promoter-driven DsRed reporter construct. Data represent the mean from four to twelve embryos (derived from at least three shCTR and four shPHF8 biologically independent experiments). Scale bar: 100  $\mu\text{m}$ . (E, F) Brains were dissected 48 h after electroporation. Quantification of RFP<sup>+</sup>/GFP<sup>+</sup> cells, shown as total counts (E) and by cortical region (SVZ and IZ) (F), revealed a significant reduction in *Dcx*-RFP reporter expression in the shPHF8 condition compared with shCTR. Data represent mean  $\pm$  SEM from  $n \geq 3$  shCTR and  $n = 4$  shPHF8 biologically independent experiments. Two-tailed *t*-test was applied. Source data are available online for this figure.

How the deposited data were processed for this re-analysis (not part of the article)

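H3K9me3 ChIP-seq was analysed in mouse neural stem cells with a control shRNA (shCTR, 2 libraries) or an shRNA against PHF8 (shPHF8, 2 libraries). All 6 samples were mapped from their labels and Appendix Table S2, and the 2 inputs were not used here. The authors aligned single-end reads to mm10 with SOAPaligner/SOAP2, allowing mismatches, and called broad peaks with SICER2, with 1 deposited list per library. The paper's text describes windows, a Poisson score and adjustable gaps in general, and names no window size, gap, false discovery rate or use of the input for these calls. It compares enrichment per bin between conditions and names no criterion for a bin that rose or fell. The deposited lists hold peak positions only. A call of presence depends on each library's depth and on the threshold, which the lists do not show. By the paper's counts, uniquely mapped reads per ChIP library ranged from 19934294 to 24487187, and reads mapping to several places made up 33.8 and 32.2% of mapped reads in shCTR replicates 1 and 2, and 34.6 and 37.0% in shPHF8 replicates 1 and 2.

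Positions were read as 0-based starts and inclusive ends, which makes every width a multiple of 200 bp, and are given 1-based. Chromosomes 1 to 19, X and Y were used, which left out 2 peaks per library. Peaks of the 4 libraries were merged where they overlapped or touched, and gained, lost and shared regions were counted. Bins of 30 kb were compared by covered bases, and bins without a peak were left out. Locations used GENCODE M21 (55450 genes, 21951 of them protein-coding), with promoters within 1 kb of a start site and the priority promoter, 5' UTR, 3' UTR, exon, intron, 300 bp downstream, distal intergenic. Python 3.11.15 with numpy 2.4.6 and scipy 1.17.1 was used, and merging, coverage and distances were checked against bedtools 2.31.1 on simulated peaks. There, 200 of 200 gained and 200 of 200 lost regions among 2400 were recovered with 0 false calls. The simulated regions lay apart and no peak was missed at random. This checks the code and gives no rate of false calls for the real lists. GC content and soft-masked bases came from GRCm38.p6.

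Intervals are 95% Wilson intervals, which cover counting error over regions only, and the odds ratio was tested with Fisher's exact test. No exact permutation test across conditions can reach a threshold of 0.05 with 2 libraries against 2. The genes named were the 3 serine biosynthesis genes and 9 other genes the text names, then the 3 widest gained and 3 widest lost regions, and the 3 widest of each at protein-coding promoters. Lists of genes of amino acid and one-carbon metabolism, neurogenesis and synapse, olfactory receptors, vomeronasal receptors, zinc finger proteins and protocadherins were written before the data were examined, as were most alternatives. The alternatives were wide peaks only, each library left out, autosomes only, other overlaps and merging, 10 kb bins, a gap of 3000 covered bases between conditions, the replicate number as a block, peak number, protein-coding genes, midpoints and other promoter widths. Added after seeing the data were equal numbers of the widest peaks, the widest peaks up to an equal covered length, and covered bases scaled to the same total. Alternatives that rank peaks by score were left out because the lists hold no score.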

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

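For the zinc finger genes, the tests on the receptor families and on matched genes were set before their results were seen. For the protocadherins all 3 tests were chosen after their number of covered genes was seen, and the test on genes that do not overlap took the place of one on the number of distinct regions, whose result had been seen.

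Of 428 zinc finger genes, 42 (9.81%) had at least 50% of their length covered by peaks in all 4 libraries, which stood out because the paper does not discuss these genes. Among all protein-coding genes 541 (2.47%) were covered this way. Random genes matched on length and soft-masked share gave a median of 8 and at most 14 within 95% of 10000 lists, which argues against gene length and repeat share as the whole cause, although random lists are not clustered as these genes are. The 42 genes lie under 58 distinct regions on 12 chromosomes. Reads shared between paralogs cannot be told apart from enrichment: 0% of olfactory and 0% of vomeronasal receptor genes, which are also near copies, were covered, but a family without the mark has no marked reads to share. The genes are covered in both conditions, so the design gives no biological explanation to test.

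Of 57 protocadherin genes, 21 (36.8%) were covered this way, also in genes the paper does not discuss. Many of these genes overlap, and the 21 lie under 8 distinct regions on 1 chromosome. In a set of 23 of the 57 genes that do not overlap each other, 7 were covered, where random genes matched on length and soft-masked share gave at most 4 within 95% of the lists. This argues against counting overlapping genes several times as the whole cause, although neighbouring genes are not independent and random lists are not clustered. For all 57 genes, matched random lists gave at most 5, which argues in the same way, and with the same limit, against gene length and repeat share as the whole cause. Reads shared between paralogs stay open for the reason given for the zinc finger genes, the receptor families being at 0%. No biological explanation was tested.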

How the results depend on the processing

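The alternatives that take the widest peaks or scale the covered bases were chosen after seeing the data. Applying the alternatives to the odds ratio at protein-coding promoters was also decided after its value was seen. The 2 alternatives that rank peaks by score (a stricter threshold, and equal numbers of the highest-scoring peaks) were not run, since the lists hold no score.

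More bins were up than down under every alternative that was planned. The counts were 20064 up and 6663 down with 10 kb bins, and 3279 and 506 with a gap of at least 3000 covered bases. They were from 17031 to 21853 up and from 6801 to 8867 down across the 4 fits that each left out one library. The direction changed with covered bases scaled to the same total (8002 up, 8728 down) and with the widest peaks up to an equal covered length (6465 up, 8838 down), and both by construction remove any difference in total covered length. With the replicate number as a block (both pairs in the same direction), 15737 bins were up and 5096 down. The deviations of same-numbered libraries had a correlation of -0.03 over 30 kb bins, so no pairing by number was seen in covered bases. This does not show how the replicates were prepared.

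Gained regions numbered 6871 when at least 50% of the region had to be covered, 1950 with peaks within 5 kb merged and 964 with an equal covered length. Lost regions numbered 2069 with peaks within 5 kb merged and 11054 with an equal covered length. The equal covered length left out narrower peaks mainly of the shPHF8 libraries, so regions could count as lost for that reason. Across the fits that each left out one library, gained regions numbered from 5682 to 11156 and lost regions from 5558 to 9690, since a region then needs fewer libraries; the cause of the other changes was not tested. Lost regions outnumbered gained ones (3579 against 3040) but not when at least 50% of the region had to be covered (6871 gained, 3400 lost). Nor did they with equal numbers of the widest peaks (3559 gained, 2626 lost) or without shPHF8 replicate 1 (11156 gained, 5558 lost). In that last fit a gained region needed a peak in fewer libraries than a lost one. Without each of the other libraries, more regions were lost than gained.

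The odds ratio of promoter location was reversed with the widest peaks up to an equal covered length (0.843) and without shCTR replicate 2 (0.851), and ranged from 0.851 to 1.62 across the fits that each left out one library. It no longer passed the threshold with at least 50% of the region covered (1.04, p = 0.422 by Fisher's exact test) or without merging across conditions (1.13, p = 0.0660); over the other alternatives with all libraries it was from 1.18 to 2.22. At protein-coding promoters it was 2.22, above 1 under every alternative run, from 1.29 (without shCTR replicate 2) to 2.77 (without shPHF8 replicate 1) across the fits that each left out one library, and 1.32 with the widest peaks up to an equal covered length. The cause of these changes was not tested, but leaving out a library also changes which regions count as gained or lost. The promoter share of gained regions was 18.7% with at least 50% covered, 6.32% with protein-coding genes, 6.05% by midpoint, 23.3% within 3 kb, 19.0% with an equal covered length and from 11.7 to 15.5% with one library left out. That of lost regions was 22.0% with peaks within 5 kb merged, 16.3% without merging across conditions, 13.0% with protein-coding genes, 8.86% by midpoint, 29.5% within 3 kb, 16.5% with an equal covered length and from 13.5 to 17.7% with one library left out.

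The intergenic share of gained regions was 41.9% with at least 50% covered, 60.0% with protein-coding genes, 49.1% by midpoint, 42.0% with an equal covered length and from 44.0 to 47.5% with one library left out. That of lost regions was 27.1% with peaks within 5 kb merged, 39.2% with protein-coding genes, 31.3% by midpoint, 33.0% with an equal covered length and from 31.7 to 36.6% with one library left out. It was lower in lost than in gained regions in each of these settings.

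The covered length ratio stayed above 1, from 1.25 to 1.39 with one library left out. The ratio of peak numbers was below 1 (0.930), which rested on shPHF8 replicate 1. Of the 3 serine biosynthesis promoters, 1 was covered in every library within 3 kb and 0 within 1 kb. The other 78 values under the alternatives stayed within their spread or interval, within 1.5 times for a count, or on the same side of the threshold for the odds ratios. Without heights or reads, the lists limit every result to called peaks.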

Differences from the paper's values

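The paper's text names no criterion for its increased and decreased peaks, while regions here rest on presence or absence of a peak. The sets whose shares are compared below may therefore differ. The paper's pie charts give about 5.4% of increased peaks at promoters within 1 kb (Appendix Fig. S4C, read by eye), against 15.8% of gained regions here. With protein-coding genes only (6.32%) and with the midpoint of the region (6.05%) the value came within 1.5 times the paper's, and no other alternative set before the data were examined did so. For decreased peaks the paper's value is about 40% (Appendix Fig. S4C, read by eye), against 18.3% of lost regions. Of the alternatives set before the data were examined, the promoter within 3 kb (29.5%) came within 1.5 times, on a wider class than the paper's, and the others did not.

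The paper's value for distal intergenic increased peaks is about 91% (Appendix Fig. S4C, read by eye), against 43.8% here, and for decreased peaks about 16% (Appendix Fig. S4C, read by eye), against 29.3%. None of the alternatives set before the data were examined closed either gap. The chart of increased peaks lists no intron class, while 22.5% of gained regions here lay in introns.

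The paper describes more regions with increased than with decreased H3K9me3, which it counted in bins. Bins of covered bases had that direction here, while regions defined by presence or absence of a peak did not, with 3040 gained and 3579 lost. More regions were gained than lost when at least 50% of the region had to be covered (6871 and 3400). Without shPHF8 replicate 1 the counts were 11156 and 5558. A gained region then needed a peak only in shPHF8 replicate 2, a lost one in both shCTR libraries, which tilts the counts toward gained. Leaving out shPHF8 replicate 2 tilts them the same way but gave 6222 gained and 7205 lost. More were also lost without either shCTR replicate, where the tilt is the opposite. Settings chosen after seeing the values went both ways. Equal numbers of the widest peaks gave 3559 gained and 2626 lost. The widest peaks up to an equal covered length, which removes any difference in total covered length, gave 964 gained and 11054 lost. That setting left out narrower peaks mainly of the shPHF8 libraries, which covered 219 and 197 Mb against 157 and 160 Mb in shCTR. Regions whose shPHF8 peaks were left out could then count as lost, so these counts cannot decide the direction. The paper also describes the regions that gained H3K9me3 as mainly intergenic. The intergenic share here was the largest of the classes but 43.8%. With protein-coding genes only it was 60.0% (95% Wilson interval 58.2 to 61.7%), more than 50%.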

Other observations

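The tests on sequencing depth, on the splits of the libraries, on the smallest distance between peaks and on protein-coding promoters were chosen after the results were seen, and so was the scaling of covered bases as an alternative setting. The test on pairs of peaks of the shPHF8 replicates was also chosen after another test of the same explanation, on peaks holding several peaks of the other replicate, had been seen, and took its place.

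The larger number of bins up than down in shPHF8 was set against 4 explanations. Deeper sequencing is argued against, since by the paper's counts the shPHF8 libraries had 0.901 times the mean uniquely mapped reads of the shCTR libraries. The wide peaks of shPHF8 replicate 1 alone are also argued against, since 72.5% of the called bins were up without that library, against 77.1% with it. More genome called in each shPHF8 library, in proportion in every bin, stays open: with covered bases scaled to the same total, 47.8% of the called bins were up. That scaling would also remove a genome-wide rise in H3K9me3, so a calling difference and a biological rise are both candidate explanations that the peak lists do not separate. By condition, 1 of the 3 splits (the real one) called as many bins, and for regions in 1 pair only also 1 of 3, which with 3 splits cannot show more.

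The largest part of the rise in covered length lay in regions that all 4 libraries shared. These regions already held most of the shCTR covered length, a mean of 116 of 158 Mb, so the rise was not concentrated there. Of the difference of 49.9 Mb between the condition means, 31.3 Mb lay in the 26971 regions present in all 4 libraries, 15.4 Mb in regions of other combinations of libraries and 10.8 Mb in gained regions, while lost regions fell by 7.61 Mb.

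The promoter share was higher in lost than in gained regions by an odds ratio of 1.20, but 2 of the 3 splits of the libraries, the real one included, gave one as far from 1, and it was 0.851 without shCTR replicate 2 and 1.62 without shPHF8 replicate 1. Region width is argued against, since the odds ratio within 20 width classes was 1.48. GC content stays open as a candidate explanation, since within 20 GC classes it was 1.01. The median GC content was nevertheless 44.7% in both gained and lost regions, and GC and width classes were not combined. Promoters are themselves rich in G and C, so the comparison within GC classes may also remove part of a true difference. For protein-coding promoters the odds ratio of 2.22 became 2.45 within width classes and 1.73 (95% interval 1.44 to 2.09) within GC classes, which argues against either as the whole cause. Only the real split of the 3 gave one as far from 1, and it was 1.29 without shCTR replicate 2 and 2.77 without shPHF8 replicate 1. Chance in the grouping cannot be told apart with 3 splits.

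The X chromosome held few peaks, with 262 and 250 in shCTR replicates 1 and 2 and 101 and 195 in shPHF8 replicates 1 and 2. Peaks covered 0.334 and 0.319% of it in shCTR and 0.201 and 0.288% in shPHF8, a ratio of 0.750, while the 19 autosomes had ratios between 1.25 and 1.39. The Y chromosome held still fewer, 6 in each shCTR library and 10 and 16 in shPHF8 replicates 1 and 2, with a covered ratio of 5.70 in the opposite direction, for which no explanation was tested. GC content and repeat share of the X chromosome are argued against as the whole cause of its few peaks. Autosomal bins matched on both were covered 13.5 times as much (4.12% against 0.304%, over the 5248 X bins with a match). The sex of the cells, the number of X copies and the input coverage were not tested, and no biological explanation was tested.

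The 2 shPHF8 replicates differed in median peak width by 4200 against 2800 bp, while both shCTR replicates had 2400 bp. A larger gap allowed between windows is argued against, since the smallest distance between peaks was 800 bp in both. Domains broken into pieces in replicate 2 are argued against as the whole cause by the 31825 pairs of peaks that overlap each other alone. In these the median width was 4000 bp in replicate 1 and 3200 bp in replicate 2, a ratio of 1.25, which is at the limit set for this test. Replicate 1 had the wider peak in 66.7% of the pairs and the narrower in 26.6%, while the ratio for the shCTR replicates was 1.00. A part played by broken domains stays open: 8.26% of replicate 1 peaks held 2 or more replicate 2 peaks, against 2.50% the other way and 4.26 and 4.06% between the shCTR replicates, a difference in the direction of broken domains that wider peaks alone would also give. Replicate 2 also had fewer uniquely mapped reads, whose effect on width was not tested, and no biological explanation was tested.

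Among the other genes the text names, Phf8, Atf4, Suv39h1, Suv39h2, Pgk1 and Gapdh had no peak within the gene or its 3 kb flanks in any library. Peaks covered 2778 and 2000 bases of the Kdm7a gene with its flanks in shPHF8 replicates 1 and 2 and 0 in both shCTR libraries. Over Phf2, peaks covered 8000 and 4200 bases in shCTR and 1800 and 4400 in shPHF8. Over Nfia, they covered 17200 and 19000 bases in shCTR and 14200 and 11400 in shPHF8.

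Of the gene families listed, 12 of 1135 olfactory receptor genes had a gained and 8 a lost region, where random genes matched on length had medians of 18 and 31. Of 331 vomeronasal receptor genes, 9 had a gained and 0 a lost region, against medians of 8 and 13. Of 428 zinc finger genes, 17 had a gained and 21 a lost region, against medians of 15 and 29. Of 57 protocadherin genes, 1 had a gained and 33 a lost region, against medians of 6 and 10, but the 33 genes overlap and share 4 lost regions on 1 chromosome.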
